# An autoregulatory negative feedback loop controls thermomorphogenesis in Arabidopsis

**DOI:** 10.1371/journal.pgen.1009595

**Published:** 2021-06-01

**Authors:** Sanghwa Lee, Ling Zhu, Enamul Huq

## Abstract

Plant growth and development are acutely sensitive to high ambient temperature caused in part due to climate change. However, the mechanism of high ambient temperature signaling is not well defined. Here, we show that HECATEs (HEC1 and HEC2), two helix-loop-helix transcription factors, inhibit thermomorphogenesis. While the expression of *HEC1* and *HEC2* is increased and HEC2 protein is stabilized at high ambient temperature, *hec1hec2* double mutant showed exaggerated thermomorphogenesis. Analyses of the four PHYTOCHROME INTERACTING FACTOR (PIF1, PIF3, PIF4 and PIF5) mutants and overexpression lines showed that they all contribute to promote thermomorphogenesis. Furthermore, genetic analysis showed that *pifQ* is epistatic to *hec1hec2*. HECs and PIFs oppositely control the expression of many genes in response to high ambient temperature. PIFs activate the expression of *HEC*s in response to high ambient temperature. HEC2 in turn interacts with PIF4 both in yeast and *in vivo*. In the absence of HECs, PIF4 binding to its own promoter as well as the target gene promoters was enhanced, indicating that HECs control PIF4 activity via heterodimerization. Overall, these data suggest that PIF4-HEC forms an autoregulatory composite negative feedback loop that controls growth genes to modulate thermomorphogenesis.

## Author summary

Global warming caused by climate change affects all terrestrial life forms including crop yield. Proper response to high ambient temperature is crucial for survival of plants. However, our understanding of how plants respond to high ambient temperature is still rudimentary. Here we show that the HECATE and the PHYTOCHROME INTERACTING FACTORs (PIFs) family of basic helix loop helix proteins antagonistically regulate thermomorphogenesis. PIFs transcriptionally activate the expression of *HEC*s in response to high ambient temperature. HEC2 in turn physically heterodimerizes with PIF4 and inhibit its function. Because PIF4 controls its own expression, this PIF-HEC negative feedback loop fine tunes thermomorphogenesis in a temperature-dependent manner. Our data contribute to a deeper understanding of how plants respond to high ambient temperature and are expected to help develop next generation crops that are resilient to global warming.

## Introduction

Temperature is one of the most influential environmental factors affecting all terrestrial life forms. As such, a small increase in ambient temperature due to global warming can have profound impacts on disease resistance, crop yield and ultimately ecological balance [1–3]. High ambient temperature-mediated regulation of plant development is termed thermomorphogenesis, which is characterized by elongated hypocotyl, petiole and root, hyponastic growth, and early flowering [4,5]. These morphological changes help plants adapt to a new climate and complete reproduction.

Plants use diverse mechanisms to perceive high ambient temperature [6,7]. In the model plant *Arabidopsis thaliana*, the red-light photoreceptor phytochrome B (phyB) senses temperature by a process called thermal relaxation, where the active Pfr form of phyB is converted back to the inactive Pr form by high ambient temperature [8,9]. A prion-like domain in EARLY FLOWERING 3 (ELF3) is necessary for the conversion of the soluble active form to an inactive phase-separated form of ELF3 at high ambient temperature [10]. In addition, similar to the bacterial RNA thermometer, an RNA thermoswitch within the 5’-untranslated region of PHYTOCHROME INTERCTING FACTOR 7 (PIF7) acts as a temperature sensor to regulate the translational efficiency of *PIF7* mRNA [11].

The signaling pathway regulating thermomorphogenesis involves multiple factors [4]. Among these, PIF4 acts as a crucial hub transcription factor regulating this process [12]. Both the expression and stability of PIF4 is upregulated by high ambient temperature, which in turn controls downstream genes involved in auxin signaling and biosynthesis to promote hypocotyl elongation [12–16]. Furthermore, several factors have been shown to control either the PIF4 abundance and/or activity to regulate thermomorphogenesis. Among the positive regulators of PIF4, HEMERA (HMR) stabilizes PIF4 to promote thermomorphogenesis [17]. BBX18/23 promotes PIF4 activity through inhibition of ELF3 function [18]. TEOSINTE BRANCHED 1/CYCLOIDEA/PCF (TCP) transcription factors directly control the expression as well as the activity of PIF4 by physical interaction to promote thermomorphogenesis [19,20]. The cold response regulator CBF1 and MYB30 directly control the expression as well as the stability of PIF4 by inhibiting phyB-PIF4 interaction [21,22]. SHORT HYPOCOTYL UNDER BLUE1 associates with the clock components CCA1/LHY, which directly binds to the *PIF4* promoter and activate *PIF4* transcription [23]. The CONSTITUTIVE PHOTOMORPHOGENIC 1 (COP1)-DEETIOLATED 1 (DET1)-ELONGATED HYPOCOTYL 5 (HY5) module also controls PIF4 both transcriptionally and post- translationally [24–27]. Finally, *SUPPRESSOR OF PHYA-105* (*SPA*) family of genes have been shown to regulate thermomorphogenesis in part via controlling the phyB-PIF4 module in part through its kinase activity [28].

Among the negative regulators of PIF4, the blue-light receptor Cryptochrome 1 (Cry1) directly interacts with PIF4 in a blue light-dependent manner to inhibit thermomorphogenesis [29]. Ultraviolet-B light (UV-B) perceived by the photoreceptor UV RESISTANCE LOCUS 8 (UVR8) attenuates thermomorphogenesis either by repressing the expression of *PIF4* via UVR8-COP1 complex and/or UV-B-mediated stabilization of HFR1, which suppresses PIF4 activity at high ambient temperature [30]. The RNA-binding protein FCA inhibits PIF4 promoter occupancy by direct physical interaction with PIF4 and attenuates thermomorphogenesis [31]. TIMING OF CAB EXPRESSION 1 (TOC1) suppresses thermoresponsive growth in the evening by inhibiting PIF4 activity [32]. EARLY FLOWERING 4 (ELF4) stabilizes ELF3 function, which inhibits PIF4 activity independent of the circadian clock to regulate thermomorphogenesis [10,33,34]. Furthermore, GIGANTEA (GI) represses thermomorphogenesis by stabilizing REPRESSOR OF *ga1-3* (RGA), which inhibits PIF4 activity [35]. While these factors control the activity of PIF4 to regulate thermomorphogenesis, here we report a unique autoregulatory mechanism where PIF4 and HECs control their own expression. Moreover, HECs form a composite negative feedback loop with PIF4 that controls growth genes to modulate thermomorphogenesis.

## Results

### HECATEs (HECs) inhibit thermomorphogenesis

*HECATE* (*HEC*) genes were originally reported not only as essential components in the reproductive tissue development, but also as negative regulators of photomorphogenesis [36–38]. In our recent RNA-seq analysis of thermo-regulated gene expression [28], we found that *HECATE 1* and *2* are both induced after high ambient temperature exposure (S1 Fig). Therefore, qPCR was conducted for independent verification of the RNA-seq result using 6-day-old seedlings grown at 22°C or transferred to 28°C for additional 24 hours under continuous white light. As expected, the transcript levels of both *HEC1* and *HEC2* were increased at high ambient temperature (Fig 1A). To investigate the potential temperature regulation of HEC2 at the post-translational level, we examined HEC2 protein level at 22°C and 28°C using *HEC2-GFP* overexpression line driven by the constitutively active cauliflower mosaic virus (CaMV) 35S promoter. The result shows that HEC2 protein level was accumulated at high ambient temperature without alteration of the transcript level (Figs 1B and S2), indicating that high ambient temperature stabilizes HEC2 post-translationally. To investigate whether HEC1 and HEC2 play any role in regulating thermomorphogenesis, we examined the phenotype of *hec1hec2* double mutant and *35S*:*HEC2-GFP* overexpression line at high ambient temperature. Intriguingly, *hec1hec2* double mutant showed longer hypocotyl and petiole length, whereas *35S*:*HEC2-GFP* showed shorter hypocotyl and petiole length compared to the wild-type at high ambient temperature (Figs 1C, 1D and S3A). Furthermore, *hec1 hec2* mutant showed early flowering while *35S*:*HEC2-GFP* and Col-0 remained the same at high ambient temperature (S3B Fig). Overall, these data show that *HEC*s are induced at high ambient temperature both transcriptionally and post-translationally, and act as negative regulators of thermomorphogenesis.

**Fig 1:**
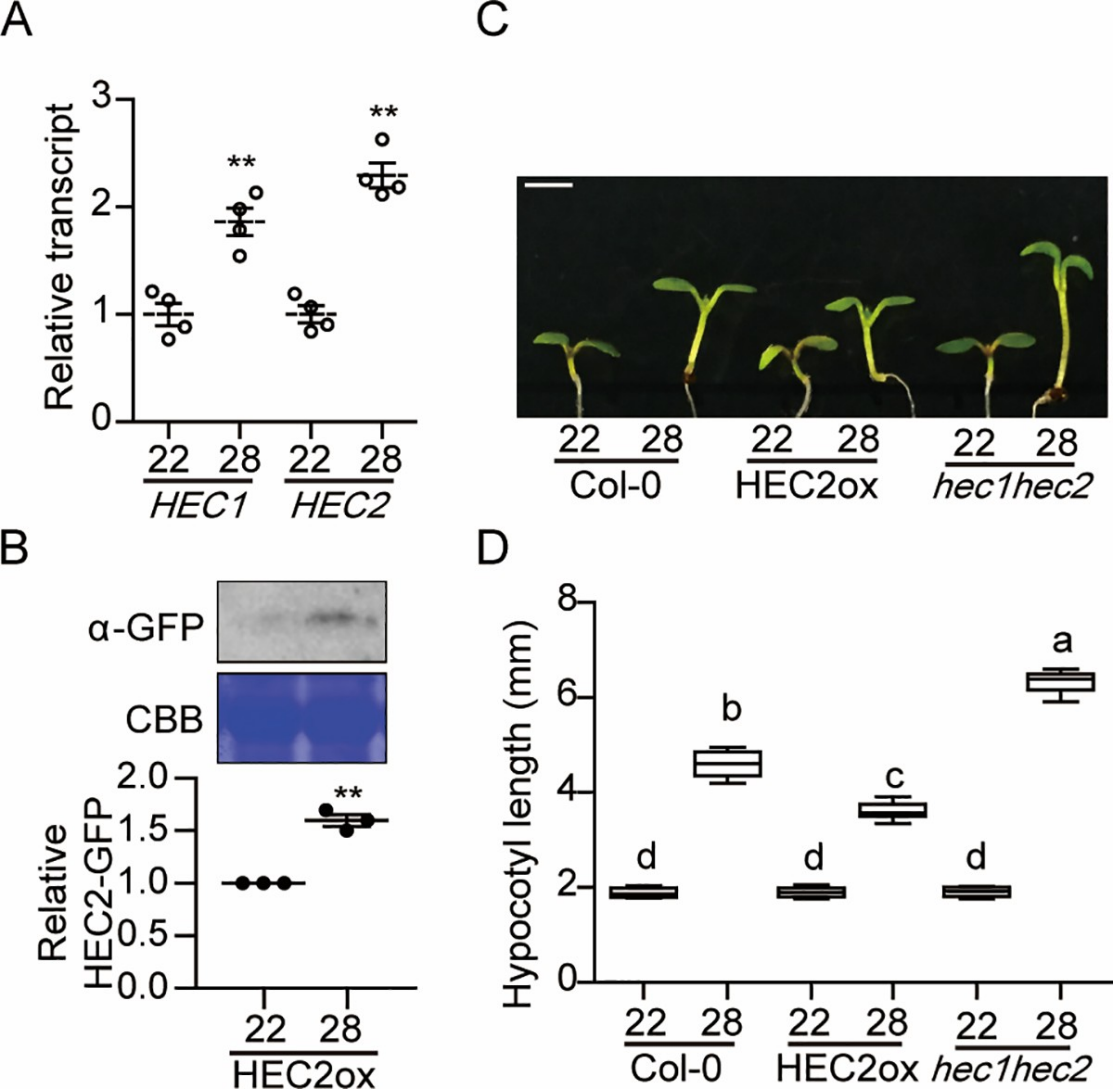
*HEC*s inhibit thermomorphogenesis. (A) The expression of *HEC1* and *HEC2* is upregulated by high ambient temperature. RT-qPCR samples were from Col-0 whole seedlings grown for 5 days at 22°C and then either kept at 22°C or transferred to 28°C for 24 hours. Four biological repeats were performed. Relative gene expression levels were normalized using *ACT7*. (B) Western blot shows the level of HEC2-GFP from *35S*:*HEC2-GFP* whole seedlings grown for 5 days at 22°C and either kept at 22°C or transferred to 28°C for 4 hours. Coomassie staining was used as a loading control. The experiments were repeated three times with similar results as indicated in the bar graph in lower panel. (C) Photograph showing seedling phenotypes of *35S*:*HEC2-GFP* and *hec1hec2* in normal and high ambient temperature. Seedlings were grown for two days in continuous white light at 22°C and then either kept at 22°C or transferred to 28°C for additional four days before being photographed. The scale bar represents 5 mm. (D) Box plot shows the hypocotyl lengths grown under the conditions described in (C). More than 10 seedlings were measured for each experiment and was repeated 3 times. The letters a-d indicate statistically significant differences based on one-way ANOVA analysis with Tukey’s HSD test. Tukey’s box plot was used with median as a center value. The experiments were repeated more than three times with similar results.

### PIF family members contribute to thermomorphogenesis

Among all PIFs, only PIF4 and PIF7 have been shown to regulate thermomorphogenesis [11,12,39]. Because PIF family members interact with HECs [37], we examined whether other PIFs also contribute to regulating thermomorphogenesis. Therefore, we tested high ambient temperature mediated hypocotyl and petiole elongation phenotypes using the higher order *pif* mutants and 35S:*PIF*-overexpression lines (*PIF1*, *PIF3*, *PIF4* and *PIF5*). The results show that *pif* single, double, triple and quadruple mutants display attenuated or no response at 28°C compared to 22°C, and all four *PIF*-overexpression lines display elongated hypocotyl at high ambient temperature (Figs 2A–2C and S4A and S4B). Among *pif* single mutants, *pif4* displayed the strongest attenuated response as previously shown [12]; however, other PIFs, such as PIF1, PIF3, and PIF5 also contribute to regulating thermomorphogenesis at high ambient temperature (Fig 2A–2C). Taken together, these data suggest that *PIF* family members collectively contribute to regulating thermomorphogenesis.

**Fig 2:**
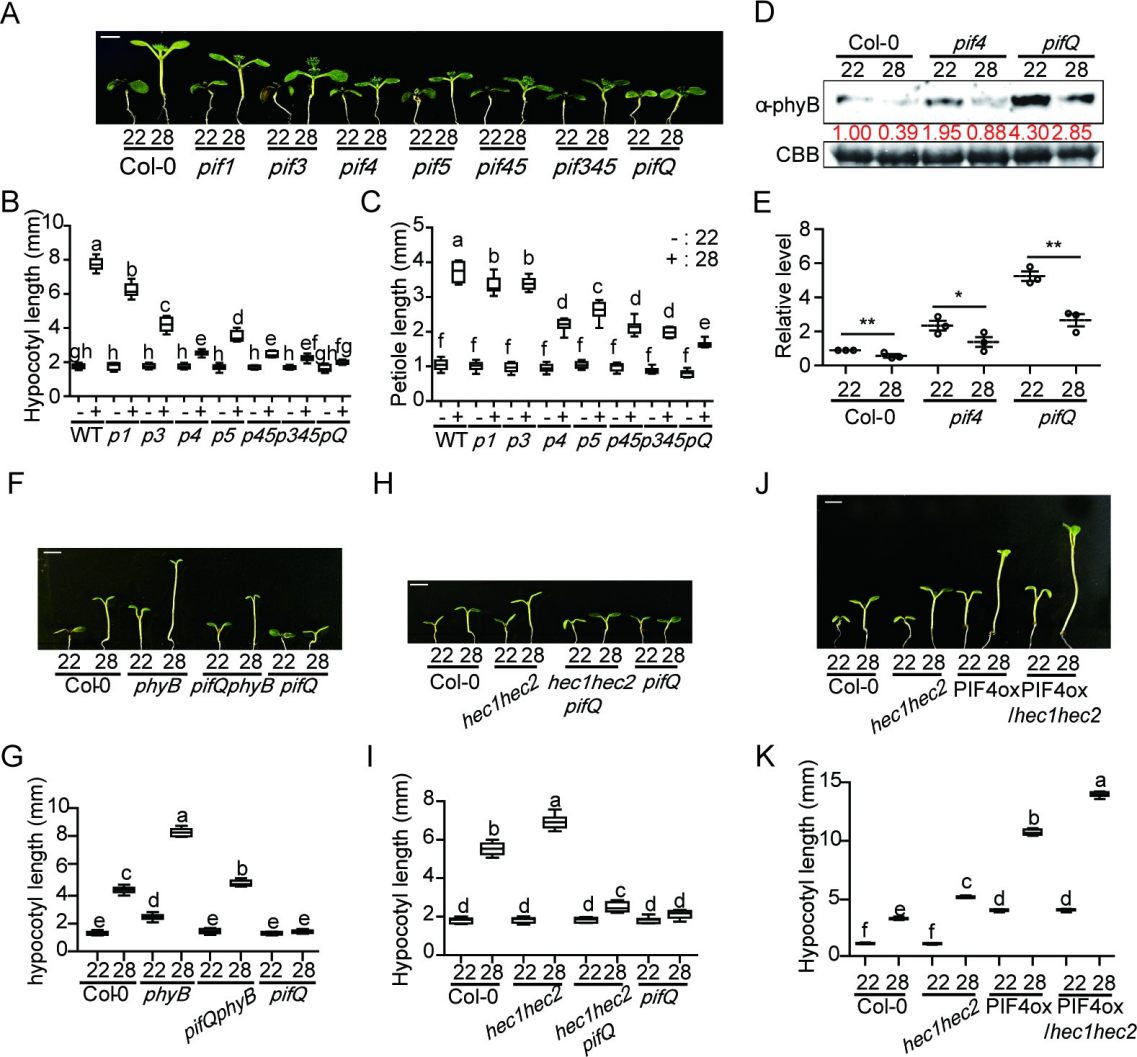
Genetic relationship of PIFs and HECs in thermomorphogenesis. (A) Photograph showing seedling phenotypes of high order *pif*s at normal and high ambient temperature conditions. Seedlings were grown for two days under continuous white light at 22°C and then either kept at 22°C or transferred to 28°C for additional six days before being photographed. The scale bar represents 5 mm. (B and C) Dot plot shows the hypocotyl and petiole lengths of seedlings grown under conditions described in (A). (D) Western blot shows the level of phyB from whole seedlings grown for 5 days in 22°C and either kept at 22°C or transferred to 28°C for 4 hours. Coomassie staining was used as a control. Red number indicates the quantitation value from anti-phyB divided by the control. (E) Bar graph shows the relative amount of phyB (n = 3). Asterisks indicate statistically significant difference using Student’s t-test; *p < 0.05 and **p < 0.01. The experiments were repeated three times with similar results. (F) Photograph shows the seedling phenotypes of *phyB*, *pifQphyB* and *pifQ* at normal and high ambient temperature. Seedlings were grown as described in (A). (G) Box plot shows the hypocotyl lengths for seedlings described in (F). (H) Photograph showing seedling phenotypes of WT, *hec1hec2*, *hec1hec2 pifQ* and *pifQ* in normal and high ambient temperature. More than 10 seedlings were measured for each experiment and was repeated 3 times. (I) Box plot shows the hypocotyl length of seedlings grown under conditions described in (A). The letters a-g indicate statistically significant differences based on one-way ANOVA analysis with Tukey’s HSD test. Tukey’s box plot was used with median as a center value. (J) Photograph showing seedling phenotypes of WT, *hec1hec2*, *35S*::*PIF4-myc* in either Col-0 or *hec1hec2* background at high ambient temperature. Conditions are the same as described in (A). (K) Box plot shows the hypocotyl lengths of seedlings grown under conditions described in (J). More than 10 seedlings were measured for each experiment and was repeated 3 times. The letters a-f indicate statistically significant differences based on one-way ANOVA analysis with Tukey’s HSD test. Tukey’s box plot was used with median as a center value.

Our previous report showed that stabilized PIF4 is correlated with destabilized phyB at high ambient temperature [28]. Therefore, we conducted immunoblot assays using 5-day-old seedlings of *pif4*, *pifQ* and *PIF*-overexpression lines with or without 28°C treatment for 4 hours. Consistent with their phenotypes, phyB level was up-regulated in the *pif4* and more robustly in *pifQ* mutant background at 22°C (Fig 2D and 2E). However, in response to high ambient temperature, phyB level was reduced in both *pif4* and *pifQ* backgrounds at 28°C (Fig 2D and 2E). Conversely, all four PIFs were stabilized at high ambient temperature (S4C and S4D Fig). In contrast, phyB levels were decreased in the wild-type as well as in four *PIF*-overexpression lines in response to high ambient temperature (S4E and S4F Fig). Thus, PIFs and phyB are inversely regulated at high ambient temperature as previously observed under red light conditions [40].

To investigate whether the altered protein levels of phyB and PIFs are caused by transcriptional regulation, we conducted qPCR to check the transcript levels of *phyB* and *PIFs* in *PIF*-overexpression lines with or without 28°C treatment for 4 hours. As expected, the transcript level of *PHYB* and *PIF*-overexpression lines did not alter in wild-type and *PIF*-overexpression lines, respectively after high ambient temperature treatment (S5A and S5B Fig). However, examination of the expression level of native *PIF*s showed that all four *PIF*s are transcriptionally up-regulated with the *PIF4* being at the highest level in response to high ambient temperature (S6 Fig). Thus, PIFs are up-regulated both transcriptionally and post-translationally, while phyB is down-regulated only post-translationally in response to high ambient temperature. The altered phyB-PIF ratio contributes to the regulation of thermomorphogenesis.

Finally, we also examined the phenotype of *phyB pifQ* to test the genetic relationships between *phyB* and *PIF*s at high ambient temperature. Interestingly, *phyB pifQ* showed an intermediate phenotype in response to high ambient temperature (Fig 2F and 2G), implying other factors (e.g., PIF7 and others) might be involved in this process. Taken together, these data suggest that as a temperature sensor, phyB is acting as a master regulator, while PIFs are acting positively downstream of phyB in promoting thermormoprhogenesis.

### Genetic relationships between HECs and PIFs

To examine the genetic relationships between *HECs* and *PIFs*, *hec1 hec2 pifQ* hexuple mutant and *PIF4* overexpression line in *hec1 hec2* background were generated. At high ambient temperature, *hec1 hec2 pifQ* showed strongly reduced hypocotyl and petiole elongation phenotype compared to parental genotypes (Figs 2H, 2I and S7A). The hexuple mutant phenotypes are almost similar to that of *pifQ*. In addition, the thermo-induced flowering time of *hec1 hec2* mutant was inhibited in *hec1 hec2 pifQ* (S7B Fig), indicating that *pifQ* is epistatic to *hec1 hec2* in response to high ambient temperature. Moreover, the elongated phenotype of the *PIF4* overexpression line was exaggerated in the *hec1 hec2* background (Fig 2J and 2K), suggesting that HECs genetically attenuate PIF4 function. Overall, these data suggest that *HECs* and *PIFs* are regulating thermomorphogenesis in an inter-dependent manner.

### *HEC*s alter global gene expression at high ambient temperature

High ambient temperature induces global gene expressions to promote thermomorphogenesis [9,18,28]. 

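RNA-seq was performed on whole seedlings of Col-0, of the hec1hec2 double mutant and of pifQ, a mutant line named for PIF1, PIF3, PIF4 and PIF5, with 3 biological replicates of each genotype after 24 hours at 22°C or 28°C. The paper gives the age of the seedlings at transfer as 6 days, whereas the sample labels give 5 days. The libraries were made by 3′ Tag-Seq, in which only the 3′ end of each transcript is sequenced, so that 1 transcript gives about 1 tag whatever its length. The authors aligned the reads to the Arabidopsis genome with TopHat and Bowtie2, counted the reads on TAIR10 genes with HTSeq and deposited the raw counts without normalization. The paper's text does not name the program versions, the strand setting of the counting or how duplicate reads were treated, so the counts of overlapping, antisense and near-identical genes are uncertain. The count table lists 33655 genes, of which 32548 carry locus identifiers of chromosomes 1 to 5 and 1107 carry other identifiers. All 32548 loci had a name or product in the TAIR10.1 annotation, which was used only for names and for the order of genes. Total counts ranged from 3906616 to 4753935 (median 4419297) in Col-0 at 22°C and from 3631558 to 4763859 (median 4516811) in Col-0 at 28°C. In hec1hec2 they ranged from 4661888 to 6285632 (median 4889573) at 22°C and from 4380045 to 4536756 (median 4469020) at 28°C, and in pifQ from 4154326 to 5196294 (median 4290794) at 22°C and from 4705322 to 4913515 (median 4894803) at 28°C. The smallest share of a library that this depth can show, 3 counts, was between 4.77e-05% and 8.26e-05%, which covers counting error only. Differential expression was tested with edgeR's quasi-likelihood test in one model of the 6 groups over all 18 libraries, after TMM normalization and removal of genes with low counts by edgeR's filterByExpr, which left 18078 genes. As in the paper, a gene was called at a change of at least 2-fold and a Benjamini-Hochberg adjusted p-value (FDR) of at most 0.05. The paper names edgeR and these cutoffs, and its text does not name the edgeR test, the filter or the model. The biological coefficient of variation between replicates was 0.128.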

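The targeted genes were examined in every library. HEC1 (AT5G67060, chromosome 5) had 33, 64 and 34 counts in Col-0 at 22°C and 39, 47 and 68 counts at 28°C. In the libraries labelled hec1hec2, HEC1 had 3308, 3289 and 3282 counts at 22°C and 2691, 3271 and 2818 counts at 28°C, which is higher than in Col-0 by a log2 fold change of 6.03 at 22°C (standard error 0.23, FDR = 2.9e-15, edgeR's quasi-likelihood test) and 5.75 at 28°C (standard error 0.23, FDR = 5.8e-15, same test). The direction is opposite to that of a gene whose transcript is lost. HEC2 (AT3G50330) had 0 counts in each of the 3 libraries labelled hec1hec2 at 22°C and 6, 2 and 4 counts at 28°C, against 3, 14 and 10 counts in Col-0 at 22°C and 5, 8 and 7 counts at 28°C, too few to be tested with all genes. Counts at the 3′ end do not show whether a transcript is complete. Statements on hec1hec2 from RNA-seq therefore refer to the libraries labelled hec1hec2. In pifQ, PIF3 (AT1G09530) fell by 4.02 at 22°C and by 4.15 at 28°C on the log2 scale relative to Col-0, and PIF5 (AT3G59060) fell by 4.52 and by 6.54, each with an FDR of 9.7e-09 or lower in edgeR's quasi-likelihood test. PIF1 and PIF4 transcripts were still counted in pifQ, and neither differed from Col-0 with the adjustment over all tested genes in the same test (lowest FDR over both genes and temperatures 0.25). With the adjustment over the 11 tested genes that the paper names, PIF1 was higher in pifQ by a log2 fold change of 0.44 at 22°C (adjusted p = 0.040, edgeR's quasi-likelihood test) and 0.43 at 28°C (adjusted p = 0.022, same test), and PIF4 did not differ (lowest adjusted p 0.098). Of the 4 targeted PIF genes, the counts thus show a loss of transcript for PIF3 and PIF5. Both are among the 11 genes, and their very low p-values make that adjustment more lenient for the others, PIF1 included. HEC1 in pifQ at 22°C had a log2 fold change of -1.04 (FDR = 0.30, adjusted p = 0.0078 over the same 11 genes, same test), between -1.27 and -0.67 over 15 processing alternatives. It reached the FDR in 1 of the 15 (lowest FDR 0.015). One library stood apart from its replicates. In pifQ 22°C replicate 2, the share of counts was 41.2% on chromosome 1 and 10.1% on chromosome 5, whereas the other 17 libraries had from 29.1% to 30.1% on chromosome 1 and from 19.3% to 20.6% on chromosome 5. Relative to the median of the other libraries, its counts fell in 3 steps along the list of genes in chromosome order, to 81.4% of the first segment from AT1G33170, to 59.9% from AT2G37640 and to 31.1% from AT5G04160 to the end of chromosome 5. HEC1 lies in the last of these parts. No other library had such a step. The search was adjusted after its first results were seen, by comparing with all other libraries instead of the 2 replicates and by requiring a step of at least 0.2 on the log2 scale. Contrasts that use the pifQ 22°C libraries carry this spread. Offsets for these steps, added to the model after the steps were seen, also moved contrasts that do not compare this library. The genes called between libraries labelled hec1hec2 and Col-0 went from 156 to 231 at 28°C and from 154 to 205 at 22°C. The model estimates the spread of each gene over all libraries, so this library enters those contrasts too. Whether this accounts for the whole rise was not tested.

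**Figure D1:**
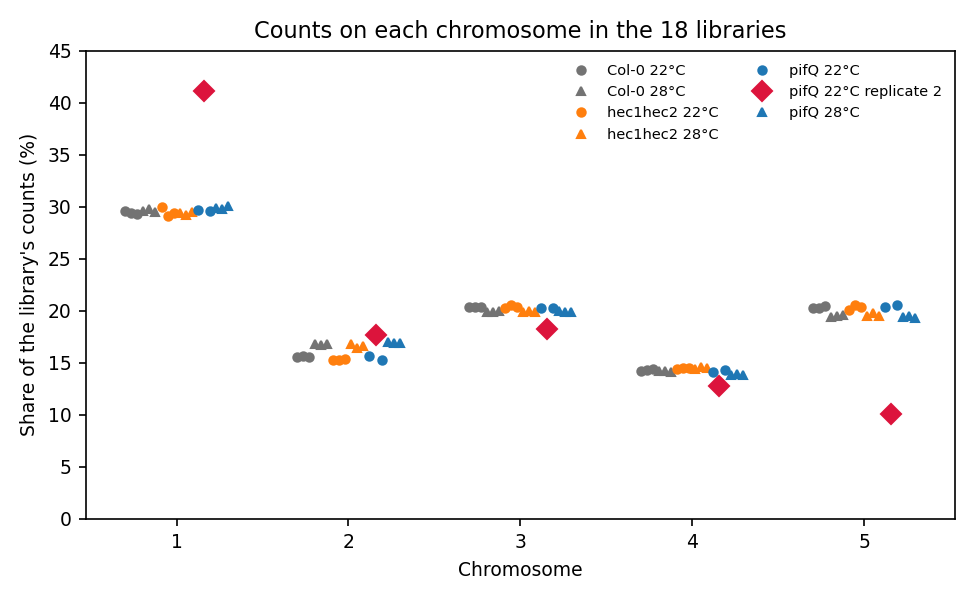
The share of each library's counts, in percent, on chromosomes 1 to 5, with 1 point for each of the 18 libraries in 6 groups of 3. The red diamonds are pifQ 22°C replicate 2, which lies at 41.2% on chromosome 1 and 10.1% on chromosome 5, apart from the other 17 libraries.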

To examine whether *HEC*s control thermo-induced gene expression, RNA-seq was conducted using wild-type Col-0, *hec1 hec2* double mutant and *pifQ* at both 22°C and 28°C (Fig 3). The results show that 2008, 2209 and 1837 genes were differentially expressed in Col-0, *hec1 hec2* and *pifQ*, respectively in response to high ambient temperature (Fig 3A). 

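From the deposited counts, 1436 genes were called in Col-0 at 28°C relative to 22°C, 697 higher and 739 lower. In libraries labelled hec1hec2 1614 genes were called, 869 higher and 745 lower, and in pifQ 1414 genes, 742 higher and 672 lower. At the FDR alone, without the 2-fold cutoff, the numbers were 4704 in Col-0, 5286 in libraries labelled hec1hec2 and 4952 in pifQ, the largest change among the processing alternatives. The 3 libraries at one temperature lay entirely above or below the 3 at the other for 1408 of the 1436 Col-0 DEGs, 1577 of the 1614 in libraries labelled hec1hec2 and 1359 of the 1414 in pifQ. These genes had been selected for a difference between the same libraries, whereas 10% is the share that chance gives among genes not selected. The genes with the largest log2 fold changes were low in counts, so that only lower bounds of their folds are given. In Col-0, AT2G28490 and AT3G15280 were at least 2.44-fold and 2.05-fold higher at 28°C, with 0 counts in the 3 libraries at 22°C, and AT2G22590 and AT5G53048 were at least 3.63-fold and 3.07-fold lower. In libraries labelled hec1hec2, AT1G71250 and AT1G75490 were at least 3.14-fold and 2.81-fold higher, and AT1G31690 and CYP82C4 at least 4.12-fold and 3.84-fold lower. In pifQ, AT3G15280 and AT3G14880 were at least 2.65-fold and 2.57-fold higher, and AT5G53048 and CYP82C4 at least 4.02-fold and 5.41-fold lower. The loss of counts along the chromosomes in pifQ 22°C replicate 2 is visible in the pifQ list, since 35.3% of the DEGs higher at 28°C in pifQ lie on chromosome 5 (23.2% in Col-0) and 40.7% of those lower at 28°C on chromosome 1 (22.1% in Col-0).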

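Of the Col-0 DEGs, 638 (44.4%) were also called in libraries labelled hec1hec2 and in pifQ, 350 of them higher and 288 lower at 28°C in Col-0. The direction in Col-0 was shared by all 638 genes in libraries labelled hec1hec2 and by 637 in pifQ. The exception, AT1G80130, which was picked out after its values were seen, had log2 fold changes of 1.22 in Col-0 (standard error 0.36, FDR = 0.013), 1.41 in libraries labelled hec1hec2 (standard error 0.30, FDR = 0.00089) and -1.52 in pifQ (standard error 0.51, FDR = 0.028), all from edgeR's quasi-likelihood test. A further 146 Col-0 DEGs were called in pifQ and not in libraries labelled hec1hec2, 315 in libraries labelled hec1hec2 and not in pifQ, and 337 in neither mutant. Outside Col-0, 490 genes were called in libraries labelled hec1hec2 alone, 459 in pifQ alone and 171 in both mutants. Without the 2-fold cutoff, 2652 genes were common to the 3 genotypes.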

Among the three genotypes, 735 genes were co-regulated. Gene Ontology (GO) analysis revealed that 735 temperature-dependent genes are mainly involved in pigment biosynthetic pathways (S8 Fig). 

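The pathways were examined with gene sets fixed beforehand from gene names, not with the paper's GO annotation, which was not used here. Enrichment was tested by Fisher's exact test (two-sided) among the tested genes, with Benjamini-Hochberg adjustment over 30 pairs of set and list, and 0.5 was added to each cell of the odds ratios. Of 14 tested genes of anthocyanin and flavonoid biosynthesis and its regulators, 13 were among the genes common to the 3 genotypes (odds ratio 250.9, adjusted p = 4.8e-17, Fisher's exact test). All 13 were lower at 28°C. The median log2 fold change of the 14 genes was -3.63 in Col-0, -3.81 in libraries labelled hec1hec2 and -2.79 in pifQ, with all 14 negative in each genotype. None of 17 chlorophyll genes (odds ratio 0.78, adjusted p = 1) and none of 11 carotenoid genes (odds ratio 1.19, adjusted p = 1) was among the common genes in Fisher's exact test. Tested as whole sets with limma's camera method, without a fold cutoff, both were shifted towards lower expression in Col-0, with median log2 fold changes of -0.29 for chlorophyll genes (adjusted p = 0.000235) and -0.24 for carotenoid genes (adjusted p = 0.025). Both were also shifted in libraries labelled hec1hec2 (adjusted p = 1.2e-07 and 0.00045, camera). In pifQ the carotenoid set was shifted (median -0.33, adjusted p = 0.023, camera) and the chlorophyll set was not distinguishable from the other genes (median -0.27, adjusted p = 0.47, camera). Cytosolic ribosomal protein genes, with 41 of 290 among the common genes (odds ratio 4.79, adjusted p = 3.0e-13, Fisher's exact test), were also enriched. Many of these have near-identical copies between which the counting could have split reads.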

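Genes called in Col-0 and not in libraries labelled hec1hec2, termed HEC-dependent, numbered 483, and genes called in Col-0 and not in pifQ, termed PIF-dependent, numbered 652. The log2 fold changes at 28°C relative to 22°C had opposite signs in libraries labelled hec1hec2 and pifQ for 33 (6.83%) of the HEC-dependent genes and 51 (7.82%) of the PIF-dependent genes, against 54 (3.76%) of all Col-0 DEGs. In 20 sets of counts simulated with one temperature response shared by the 3 genotypes, these shares were from 2.44% to 8.32% of HEC-dependent and from 2.52% to 8.21% of PIF-dependent genes, which include both observed shares. For each gene, the deviation of a mutant is its log2 fold change minus that of Col-0. Across the HEC-dependent genes, the deviations of libraries labelled hec1hec2 and of pifQ had a Pearson correlation of 0.701 and a Spearman correlation of 0.668, and across the PIF-dependent genes 0.641 and 0.609. These are correlations across genes, which are not independent replicates, and both deviations subtract the same Col-0 libraries. With separate Col-0 replicates for each mutant, the Pearson correlations were 0.324 and 0.252, computed on log CPM, where all Col-0 libraries together gave 0.656 and 0.518. This moved them more than any other alternative. In the 20 sets simulated with one shared response, the Pearson correlations were from 0.708 to 0.793 across HEC-dependent genes. Across PIF-dependent genes they were from 0.654 to 0.792. All lie above the observed 0.701 and 0.641, so no shared effect of the mutants is shown by these correlations. The 2 mutants deviated less alike than one shared response gave, which is in the direction of opposite regulation. The margin was small, with lowest simulated values of 0.708 and 0.654. Separate Col-0 replicates were not simulated. In HEC-dependent genes the median log2 fold change in the direction of Col-0 was 1.23 in Col-0, 0.72 in libraries labelled hec1hec2 and 0.78 in pifQ, and in PIF-dependent genes it was 1.21 in Col-0, 1.02 in libraries labelled hec1hec2 and 0.70 in pifQ.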

Examination of the HEC- and PIF-dependent genes display opposite expression patterns for many of these genes (S9A and S9B Fig). 

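The leucine biosynthesis set had 3 of 9 genes among the HEC-dependent genes (odds ratio 19.7, adjusted p = 0.0052, Fisher's exact test), and the glucosinolate biosynthesis set had 12 of 32 (odds ratio 22.7, adjusted p = 9.6e-11, same test). The 3 leucine genes, IPMI2 (AT2G43100), IPMI1 (AT3G58990) and IMD1 (AT5G14200), also belong to the glucosinolate set, and none of the 5 leucine genes outside it was HEC-dependent. This overlap was examined after the values were seen. IPMI1 fell by 3.07 on the log2 scale at 28°C in Col-0 (standard error 0.38, FDR = 1.4e-06, edgeR's quasi-likelihood test) and by 0.60 in libraries labelled hec1hec2 (standard error 0.24, FDR = 0.061, same test). IMD1 fell by 2.10 in Col-0 (FDR = 5.6e-05) and by 0.72 in libraries labelled hec1hec2 (FDR = 0.042), and IPMI2 by 1.60 (FDR = 0.00084) and 0.49 (FDR = 0.14), in edgeR's quasi-likelihood test. The difference between the responses was not past the threshold for any of the 3 genes, with FDR values of 0.073 for IPMI1, 0.73 for IMD1 and 1.0 for IPMI2 in the interaction test. At 28°C all 3 genes were higher in libraries labelled hec1hec2 than in Col-0 in edgeR's quasi-likelihood test. The log2 fold changes were 3.38 for IPMI1 (FDR = 8.0e-06), 2.65 for IMD1 (FDR = 5.2e-05) and 2.57 for IPMI2 (FDR = 3.9e-05). Expansin and xyloglucan endotransglucosylase genes of the cell wall had 5 of 48 among the HEC-dependent genes (odds ratio 4.64, adjusted p = 0.027, Fisher's exact test). The same set was also enriched among the PIF-dependent genes (odds ratio 4.87, adjusted p = 0.0052, Fisher's exact test) and the common genes (odds ratio 4.98, adjusted p = 0.0052, same test). With the Col-0 DEGs as background in place of all tested genes, its odds ratio among HEC-dependent genes was 0.866. Among the PIF-dependent genes, the SAUR genes had 17 of 50 (odds ratio 14.3, adjusted p = 5.9e-12, Fisher's exact test), the Aux/IAA genes 5 of 17 (odds ratio 11.8, adjusted p = 0.0013) and the cytosolic ribosomal protein genes 45 of 290 (odds ratio 5.24, adjusted p = 1.5e-15). Against the Col-0 DEGs as background, the Aux/IAA and ribosomal protein sets were no longer past the threshold, nor was the leucine set among HEC-dependent genes. The SAUR and glucosinolate sets stayed past it. The YUCCA and TAA genes of auxin biosynthesis had 2 of 8 among the PIF-dependent genes (odds ratio 10.3, adjusted p = 0.073, Fisher's exact test) and 2 of 8 among the HEC-dependent genes (odds ratio 14.1, adjusted p = 0.049, same test). All 18 SAUR genes and all 5 Aux/IAA genes called in Col-0 were higher at 28°C, while 86 of the 87 ribosomal protein genes called in Col-0 were lower. Organ and leaf morphogenesis genes were not analysed here. SAUR and ribosomal protein genes include near-identical copies, so that their counts are uncertain gene by gene.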

GO analysis of the HEC-dependent genes shows an enrichment of the genes involved in leucine and glucosinolate biosynthesis, plant cell-wall organization, organ morphogenesis and others (Fig 3B), while the PIF-dependent genes show that they are involved in auxin signaling, translational processes and leaf morphogenesis (Fig 3C). These data reinforce previous conclusions that PIFs regulate auxin signaling to modulate organ morphogenesis in response to high ambient temperature. Furthermore, 2008 DEGs in wild-type displayed distinct patterns in *hec1 hec2* and *pifQ* as shown in the heatmap analysis (Fig 3D). 

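Most Col-0 DEGs changed in the same direction in both mutants. The sign of the log2 fold change was that of Col-0 for 1418 of the Col-0 DEGs (98.8%) in libraries labelled hec1hec2 and for 1394 (97.1%) in pifQ. In the 20 sets simulated with one shared response it was that of Col-0 for 98.3% to 99.6% of the Col-0 DEGs in libraries labelled hec1hec2, which includes the observed share, and for 97.8% to 99.0% in pifQ, so that the observed share in pifQ was below all 20 sets. The median size of the log2 fold change was 1.33 in Col-0, and in the direction of Col-0 it was 1.23 in libraries labelled hec1hec2 and 1.09 in pifQ. Genes selected for a large change in Col-0 tend to have smaller values in any other group, so that these medians do not by themselves show a weaker response. An FDR of at most 0.05 was reached by 1128 of the Col-0 DEGs in libraries labelled hec1hec2 and by 1035 in pifQ. Across these genes, which are not independent replicates, the log2 fold changes of Col-0 had a Pearson correlation of 0.927 (Spearman 0.875) with those of libraries labelled hec1hec2 and 0.896 (Spearman 0.865) with those of pifQ.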

Overall, these data suggest that HECs and PIFs control the expression of a large number of genes to regulate thermomorphogenesis.

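The difference in the temperature response between each mutant and Col-0 was tested as an interaction in edgeR's quasi-likelihood test. For libraries labelled hec1hec2 against Col-0, 3 genes were called, all with a more positive response in libraries labelled hec1hec2, and 693 of the 18078 tested genes had an unadjusted p under 0.05. They were AT5G23240, a DNAJ heat shock domain protein gene (interaction log2 fold change 2.78, standard error 0.37, FDR = 0.00055), AT3G62550 (1.43, standard error 0.21, FDR = 0.0027) and CCL (AT3G26740, 1.28, standard error 0.15, FDR = 0.00014). The last was named because only 3 genes were called. For pifQ against Col-0, 10 genes were called, all with a less positive response in pifQ, and 1393 genes had an unadjusted p under 0.05. AT5G02540 rose by 2.61 on the log2 scale in Col-0 and fell by 0.39 in pifQ (interaction -3.0, standard error 0.41, FDR = 0.0021), and AT3G55240 rose by 3.14 in Col-0 and by 0.84 in pifQ (interaction -2.30, standard error 0.35, FDR = 0.0052). With no filter on low counts, 25 and 36 genes were called, the largest numbers among the alternatives. With the adjustment made over the Col-0 DEGs alone, 8 genes differed for libraries labelled hec1hec2 and 23 for pifQ at an FDR of at most 0.05. From the DEGs called in each genotype, the overlaps of the lists, the GO terms and the heatmap of Col-0 DEGs (Fig 3A–3D), the paper proposes that HECs and PIFs control many genes in thermomorphogenesis.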

**Fig 3:**
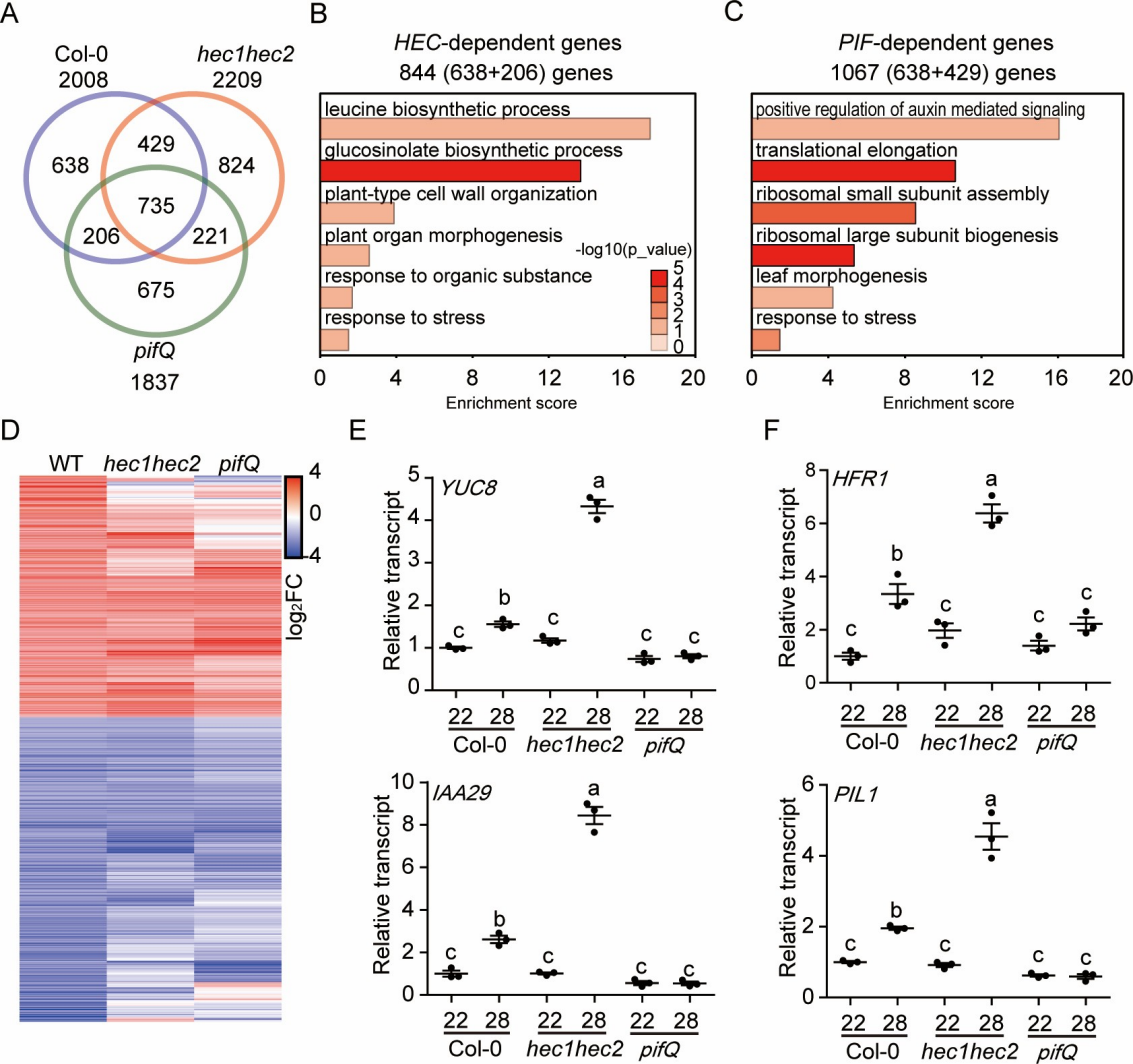
*HEC*s regulate global gene expression at high ambient temperature. (A) Venn diagrams show differentially expressed genes (DEGs) in wild-type (WT) vs *hec1hec2* vs *pifQ* mutant at high ambient temperature. Six-day-old white light-grown seedlings were transferred to 22°C or 28°C for additional 24 hours and total RNA was extracted from three biological replicates for RNA-seq analyses. (B-C) Gene Ontology (GO) analysis of *HEC-*dependent 844 genes (B) and *PIF*-dependent 1067 genes (C). (D) Hierarchical clustering from 2008 DEGs from WT show distinct pattern in *hec1hec2* and *pifQ* mutant at high ambient temperature. (E-F) RT-qPCR analysis using growth genes (E), and PIF inhibitor genes (F). RT-qPCR samples were from whole seedlings grown for 6 days at 22°C and then either kept at 22°C or transferred to 28°C for 24 hours. Three biological repeats were performed. Relative gene expression levels were normalized using the expression levels of *ACT7* for RT-qPCR. The letters a-c indicate statistically significant differences based on one-way ANOVA analysis with Tukey’s HSD test.

To independently verify the RNA-seq data, qPCR assays were performed to examine the transcript level of several thermo-responsive marker genes such as *YUC8* and *IAA29* (Fig 3E and 3F). 

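In RNA-seq, YUC8 (AT4G28720, chromosome 4) had 4.33 ± 1.80 CPM, counts scaled to library size (SD, n = 3), in Col-0 at 22°C and 11.5 ± 0.87 (SD, n = 3) at 28°C, a log2 fold change of 1.44 (standard error 0.27, FDR = 0.00023, edgeR's quasi-likelihood test). The change was 1.49 in libraries labelled hec1hec2 (standard error 0.28, FDR = 0.00021) and 0.23 in pifQ (standard error 0.30, FDR = 0.60) in the same test. IAA29 (AT4G32280, chromosome 4) had 1.34 ± 0.72 CPM (SD, n = 3) in Col-0 at 22°C and 9.12 ± 2.58 (SD, n = 3) at 28°C, a log2 fold change of 2.68 (standard error 0.35, FDR = 2.0e-06, same test). In libraries labelled hec1hec2 it rose by 2.87 (standard error 0.30, FDR = 5.3e-08), and in pifQ its change of -0.59 (standard error 0.53, FDR = 0.43) was not distinguishable from 0. The difference between the responses of pifQ and Col-0 was -1.21 for YUC8 (FDR = 0.45 over all tested genes, adjusted p = 0.018 over the 11 tested genes that the paper names) and -3.27 for IAA29 (FDR = 0.053 and adjusted p = 0.00039), in edgeR's quasi-likelihood test. Between libraries labelled hec1hec2 and Col-0 at 28°C, neither YUC8 (log2 fold change -0.40, standard error 0.24, FDR = 0.58) nor IAA29 (0.60, standard error 0.24, FDR = 0.30) differed in edgeR's quasi-likelihood test. Both were lower in pifQ than in Col-0 at 28°C, YUC8 by a log2 fold change of -1.31 (FDR = 0.0048) and IAA29 by -3.39 (FDR = 2.6e-06). IAA29 had between 2 and 8 counts in Col-0 at 22°C, so that its change is less precise than that of YUC8. In pifQ 22°C replicate 2, both genes lie in the part of the genome at 59.9% of the level of the first segment.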

Consistent with the RNA-seq data, the transcript level of these genes was upregulated in response to high ambient temperature and correlated with thermomorphogensis as previously shown [15,29,30]. Interestingly, the transcript level of *LONG HYPOCOTYL IN FAR-RED 1* (*HFR1*) and *PIF3-LIKE 1* (*PIL1*), which are known inhibitors of PIFs in photomorphogenesis, thermomorphogenesis and shade avoidance responses [41–46], were up-regulated in the absence of *HECs* (Fig 3F). These data suggest that similar to *HEC1* and *HEC2*, genes encoding the inhibitors of PIFs are also induced under high ambient temperature responses and perhaps participate in the negative feedback loop to regulate PIF level and activity at high ambient temperature. Taken together, these data also suggest that *HEC*s play an important role in thermomorphogenesis via transcriptional regulation.

### HECs alter phyB-PIF4 level at high ambient temperature

It has been shown that the protein level of PIF4 is crucial in regulating thermomorphogenesis due to its transcriptional regulation of growth genes via direct promoter binding [13,15]. Furthermore, we recently showed that the thermosensor phyB and the hub transcription factor PIF4 levels are oppositely regulated where low phyB level is correlated with high PIF4 level and vice versa at high ambient temperature [28]. To investigate whether phyB as well as PIF4 levels are controlled by HECs, Western blot analyses were conducted using *hec1 hec2* mutant and *35S*:*HEC2-GFP* seedlings grown at 22°C for 5 days and kept in 22°C or transferred to 28°C for 4 hours. Consistent with the phenotype (Fig 1C and 1D), *hec1 hec2* mutant displayed reduced level of phyB at both 22°C and 28°C compared to that of wild-type (Fig 4A and 4B). The *35S*:*HEC2-GFP* transgenic plant showed higher level of phyB compared to that of the wild-type at both temperatures, indicating that HECs contribute to stabilize phyB level. In contrast, PIF4 level is strongly stabilized in the *35S*:*HEC2-GFP* transgenic plant at both temperature and modestly stabilized in the *hec1 hec2* mutant compared to wild type at high ambient temperature (Fig 4A and 4B). While the phyB level in *hec* mutants correlates with the thermomorphogenesis phenotype, the PIF4 level did not correlate with the phenotype in *hec* mutants. These data suggest that HECs not only alter the phyB-PIF4 level at high ambient temperature, but also might regulate the activity of PIF4 to modulate thermomorphogenesis.

**Fig 4:**
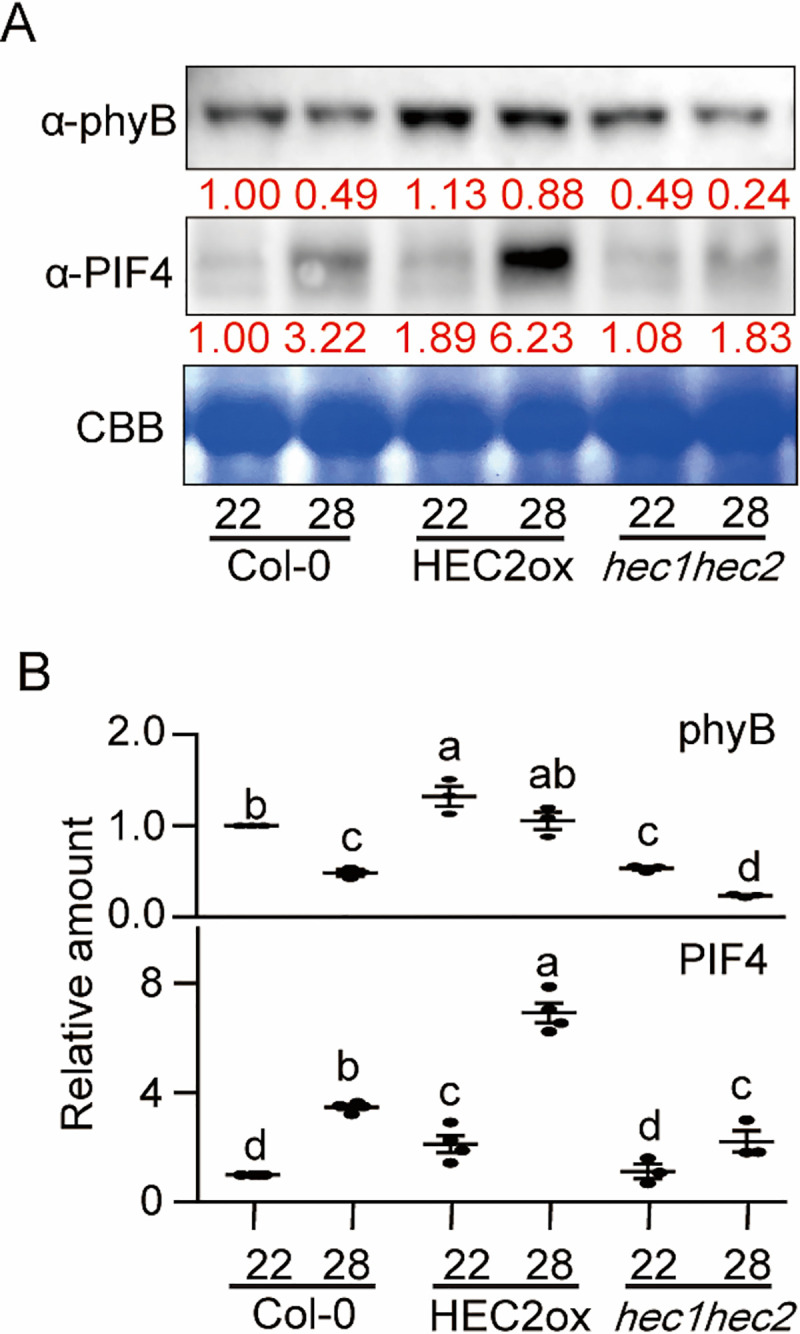
HECs alter phyB-PIF4 level at high ambient temperature. (A) Western blot shows the level of phyB or PIF4 in WT, *35S*:*HEC2-GFP* and *hec1hec2* mutant. Whole seedlings were grown for 5 days at 22°C and either kept at 22°C or transferred to 28°C for 4 hours. Coomassie staining was used as a loading control. Red number indicates the quantitation value from anti-phyB or anti-PIF4 levels divided by Coomassie blue staining intensity. (B) Dot plot shows the relative amount of phyB (n = 3) or PIF4 (n = 3 or 4). Asterisks indicate statistically significant differences using Student’s t-test; **p < 0.01.

### HEC2 regulates thermomorphogenesis in part by heterodimerizing with PIF4

HECs are known to interact with PIFs and regulate PIF1-mediated seed germination in a heterodimerization-dependent manner [37]. To examine if HECs regulate thermomorphogenesis through PIF4 in a heterodimerization-dependent manner, we tested the interaction of PIF4 with wild type HEC2 and a dimerization-defective mutant (mHEC2) both in yeast and in transgenic plants. Results show that PIF4 heterodimerizes with wild type HEC2 in yeast-two-hybrid assay, but not the dimerization-defective mutant HEC2 (Fig 5A). *In vivo* coimmunoprecipitation assay also showed that PIF4 interacts with the wild type HEC2 but not the mutant HEC2 (Fig 5B). Thus, HEC2 and possibly other HECs might regulate thermomorphogenesis by direct heterodimerization with PIF4.

**Fig 5:**
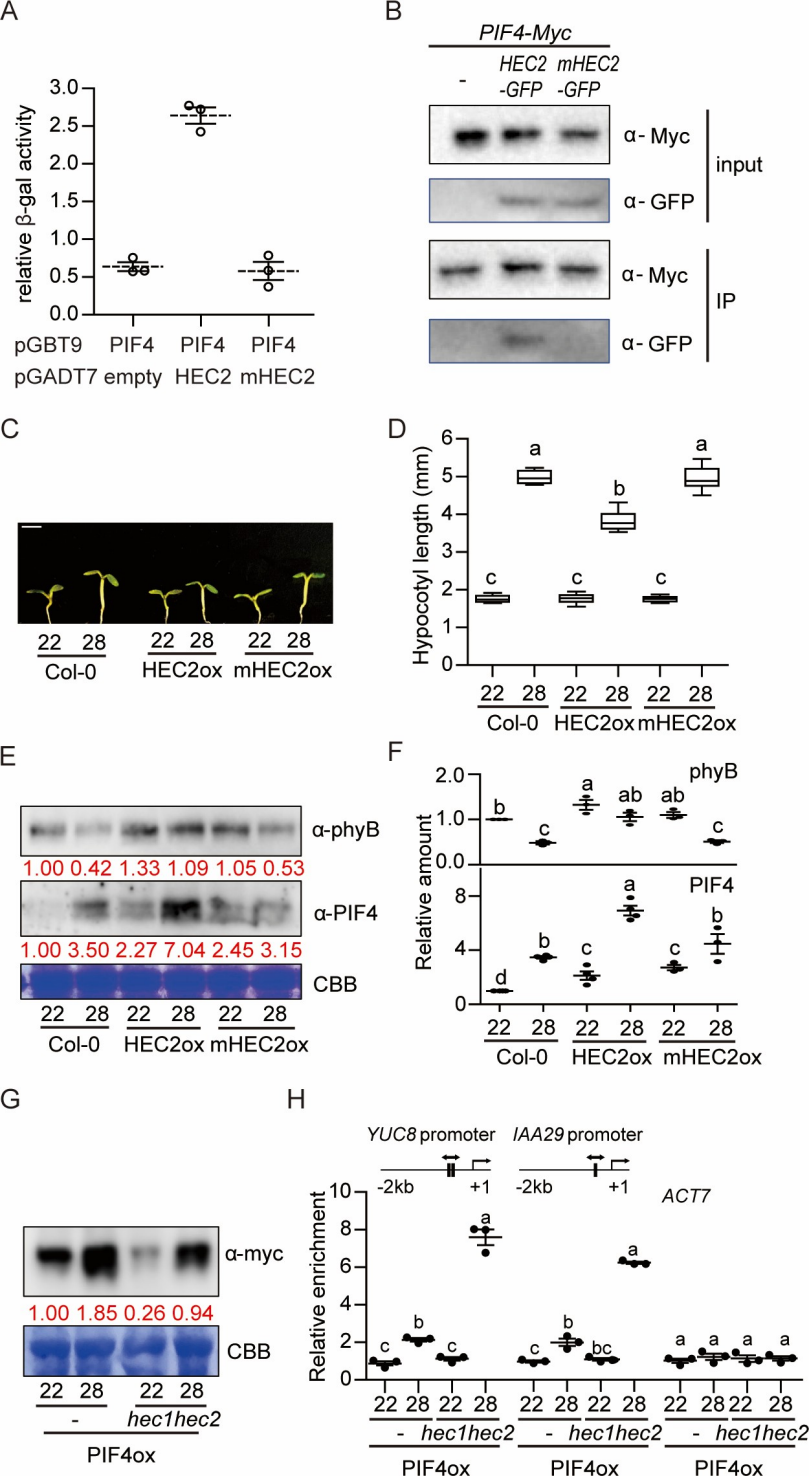
PIF4-HEC2 heterodimerization is crucial for HEC2 function in thermomorphogenesis. (A) HEC2 interacts with PIF4. Yeast two hybrid assay using PIF4 a bait and HEC2 or mHEC2 as preys. The error bars represent standard deviation. Three biological replicates were used in this study. (B) HEC2 interacts with PIF4 *in vivo*. *In vivo* coimmunoprecipitation assay was performed using *35S*:*PIF4-myc* with *35S*:*HEC2-GFP* or *mHEC2-GFP* crossed line. 35S:PIF4-myc was used as a control. (C) Photograph showing seedling phenotypes of WT, *35S*:*HEC2-GFP* and *35S*:*mHEC2-GFP* grown at normal and high ambient temperature conditions. Seedlings were grown for two days under continuous white light at 22°C and then either kept at 22°C or transferred to 28°C for additional four days before being photographed. The scale bar represents 5 mm. (D) Box plot shows the hypocotyl length grown under conditions described in (C). More than 10 seedlings were measured for each experiment and was repeated 3 times. The letters a-c indicate statistically significant differences between means of hypocotyl lengths (P<0.05) based on one-way ANOVA analysis with Tukey’s HSD test. Tukey’s box plot was used with median as a center value. n.s. stands for statistically not significant. (E) Western blots show the level of phyB and PIF4 in WT, *35S*:*HEC2-GFP* and *35S*:*mHEC2-GFP*. Coomassie staining was used as a control. Red number indicates the quantitation value from anti-phyB or anti-PIF4 detection divided by Coomassie blue staining intensity. (F) Dot plot shows the relative amount of phyB (top, n = 3) or PIF4 (bottom, n = 3). (G) Western blot shows the level of PIF4-myc from *35S*::*PIF4-myc* in either Col-0 or *hec1hec2* background. Seedlings were grown for 5 days at 22°C and either kept at 22°C or transferred to 28°C for 4 hours. Coomassie staining was used as a control. Red numbers indicate the anti-myc intensity divided from Coomassie control. (H) ChIP-qPCR analysis using promoter regions of *YUC8* and *IAA29*. Simple genomic region scheme is described with PIF4 binding motif in vertical line. *ACT7* was used as a control. ChIP-qPCR samples were from whole seedlings grown for 6 days at 22°C and then either kept at 22°C or transferred to 28°C for 24 hours. Three biological repeats were performed. Relative abundance was normalized from % of input value of *35S*::*PIF4-myc* at 22°C for ChIP-qPCR.

To test the above hypothesis more directly, we examined the phenotype of *35S*:*mHEC2-GFP* plant compared to *35S*:*HEC2-GFP* transgenic plant. The results show that the wild type *HEC2* overexpression line (*35S*:*HEC2-GFP*) attenuates thermomorphogenesis, while the *35S*:*mHEC2-GFP* plant display hypocotyl lengths similar to that of wild-type (Fig 5C and 5D), suggesting that heterodimerization of HEC2 with PIF4 is necessary for regulating thermomorphogenesis. Both *35S*:*HEC2-GFP* and *35S*:*mHEC2-GFP* did not affect flowering time at high ambient temperature (S10 Fig). We also performed Western blot analysis using phyB and PIF4 antibodies to test whether HEC2 regulates phyB and PIF4 level during thermomorphogenesis. Results show that the wild type HEC2 stabilized both phyB and PIF4 level in response to high ambient temperature, while the *35S*:*mHEC2-GFP* plant showed similar levels of phyB and PIF4 to that of the wild-type (Fig 5E and 5F). Moreover, PIF4-myc is less abundant in the *hec1 hec2* double mutant background compared to wild type at 22°C and 28°C (Fig 5G). To test whether the reduced level of PIF4 in *hec1 hec2* background is due to the 26S proteasome-mediated degradation, we treated seedlings with the proteasome inhibitor bortezomib before Western blot was performed. Results show that PIF4-myc level was stabilized in the *hec1 hec2* mutant and became similar to that of wild-type (S11 Fig), suggesting that HEC-PIF4 heterodimerization inhibits the 26S proteasome-mediated degradation of PIF4. These data are consistent with HEC2-mediated stabilization of PIF1 [37]. Overall, these data suggest that HEC2 stabilizes both phyB and PIF4, but might inhibit PIF4 function by heterodimerization during thermomorphogenesis.

### HECs inhibit PIF4 promoter binding

PIF4 binds to the promoters of growth genes and promotes their transcription [13,15]. Since HEC2-PIF4 interaction was crucial for inhibiting thermomorphogenesis (Fig 5), we hypothesized that heterodimerization of HEC2-PIF4 could suppress the binding of PIF4 to the target promoters. To test this hypothesis, we performed *in vitro* DNA binding of PIF4 in the absence and presence of HEC2. Result shows that PIF4 robustly binds to DNA even in the presence of GST control. However, addition of HEC2 along with PIF4 strongly inhibits PIF4 binding to DNA (S12 Fig). To substantiate these *in vitro* data, we generated *35S*:*PIF4-Myc* in *hec1 hec2* mutant and compared the promoter binding to that of the *35S*:*PIF4-Myc* in Col-0 background. Chromatin Immunoprecipitation (ChIP) assays were performed using the *35S*:*PIF4-Myc* in Col-0 and *hec1 hec2* mutant backgrounds at both 22°C and 28°C. The results show that even though PIF4 is less abundant in the *hec1 hec2* background compared to wild type (Figs 5G and S11), the enrichment of PIF4 on the direct target gene promoters such as *YUC8* and *IAA29* was strongly higher in the *hec1 hec2* mutant compared to Col-0 background (Fig 5H). These data are consistent with the expression level of these genes (Fig 3E), as well as the thermo-induced hypocotyl elongation phenotype of the *35S*:*PIF4-Myc*/*hec1 hec2* compared to *35S*:*PIF4-Myc* (Fig 2J and 2K).

Previously, PIF1, PIF3, PIF4 and PIF5 have been shown to directly regulate the expression of *HEC*s in darkness [37]. To examine if PIFs also regulate the expression of *HECs* under high ambient temperature, we performed RT-qPCR for *HEC1* and *HEC2* in wild type, *pif4* and *pifQ* grown at 22°C and 28°C. Results show that the thermo-induced expression of both *HEC1* and *HEC2* is strongly down-regulated in the *pif4* and almost eliminated in the *pifQ* background (Fig 6A). Consistent with the expression level, PIF4 binding to the *HEC1* and *HEC2* promoters was also enhanced under high ambient temperature (Fig 6C). In contrast, the thermo-induced expression of *PIF4* is strongly up-regulated in the *hec1 hec2* background compared to the wild type (Figs 6B and S13). 

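In RNA-seq, PIF4 (AT2G43010, chromosome 2) had 15.7 ± 1.41 CPM (SD, n = 3) in Col-0 and 10.2 ± 1.44 in libraries labelled hec1hec2 at 22°C, and 80.0 ± 3.63 in Col-0 and 82.6 ± 13.5 in libraries labelled hec1hec2 at 28°C. Its log2 fold change at 28°C relative to 22°C was 2.35 in Col-0 (standard error 0.17, FDR = 5.0e-10, edgeR's quasi-likelihood test) and 3.01 in libraries labelled hec1hec2 (standard error 0.18, FDR = 1.0e-11, same test). The difference between the responses was 0.66 (standard error 0.25), with p = 0.015 unadjusted, an FDR of 1.0 over all tested genes and an adjusted p of 0.16 over the 11 tested genes that the paper names, all from edgeR's quasi-likelihood test. Between libraries labelled hec1hec2 and Col-0, the log2 fold change of PIF4 was -0.62 at 22°C (standard error 0.20, FDR = 0.17 over all tested genes and adjusted p = 0.029 over the 11 named genes, same test) and 0.04 at 28°C (standard error 0.15, FDR = 0.96, adjusted p = 0.77). PIF5 (AT3G59060) rose by 1.22 in Col-0 (standard error 0.15, FDR = 8.3e-07) and by 1.21 in libraries labelled hec1hec2 (standard error 0.15, FDR = 6.4e-07) in the same test. PIF1, PIF3 and PIF7 had log2 fold changes between 0.03 and 0.48 in the 2 genotypes, with a lowest FDR of 0.080, for PIF3 in libraries labelled hec1hec2, which had an adjusted p of 0.049 over the 11 named genes, and none of these PIF genes differed between libraries labelled hec1hec2 and Col-0 at 28°C (lowest FDR 0.73). At 22°C PIF3 was lower in libraries labelled hec1hec2 by a log2 fold change of -0.57 (FDR = 0.22, adjusted p = 0.033 over the 11 named genes, same test). The 11 genes include HEC1, whose large change in these libraries makes the adjustment more lenient for PIF3 and PIF4 at 22°C. In pifQ, PIF4 transcripts rose by 2.31 (standard error 0.17, FDR = 3.0e-10), and the response of PIF5 differed from that in Col-0 by -2.02 (FDR = 0.11, adjusted p = 0.00086 over the 11 named genes). PIF5 is a mutated gene whose transcript is lost in pifQ, with 7, 7 and 12 counts at 22°C and 4, 3 and 9 at 28°C. Its difference therefore does not show that PIFs are needed for its response.

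**Figure D2:**
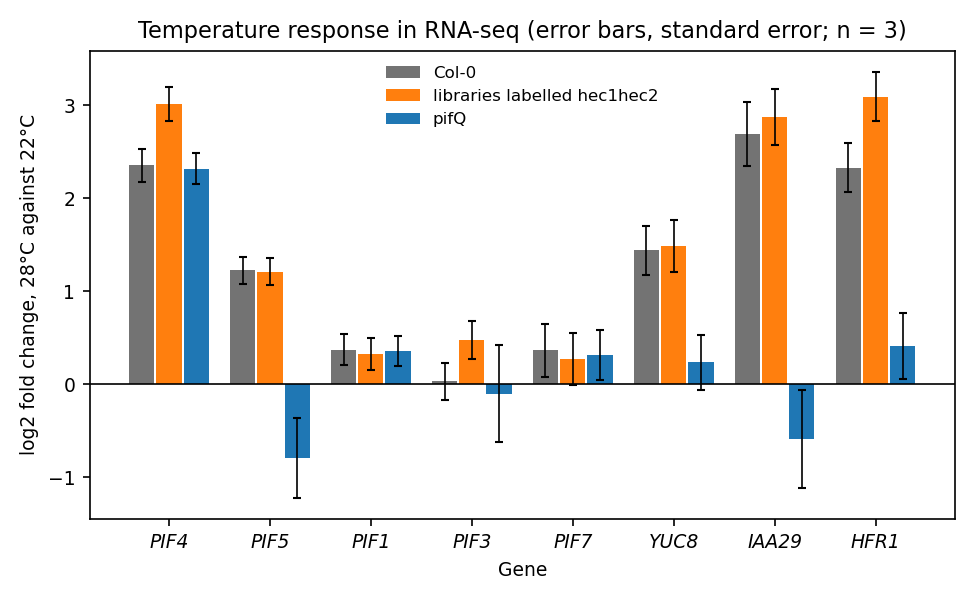
Log2 fold change at 28°C relative to 22°C of 8 genes in Col-0 (grey), the libraries labelled hec1hec2 (orange) and pifQ (blue). Bars give the estimate and error bars its standard error, from 3 libraries at each temperature. PIF4 is at 2.35 in Col-0, 3.01 in libraries labelled hec1hec2 and 2.31 in pifQ. PIF3 and PIF5 transcripts are lost in pifQ, so their pifQ bars rest on few counts.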

Strikingly, the binding of PIF4 on its own promoter was also strongly enhanced in the *hec1 hec2* background compared to the wild type (Fig 6D). Thus, PIF4 autoregulates itself as well as the expression of *HEC*s under high ambient temperature. Conversely, HECs also regulate the expression and the promoter occupancy of PIF4 to fine tune thermomorphogenesis.

**Fig 6:**
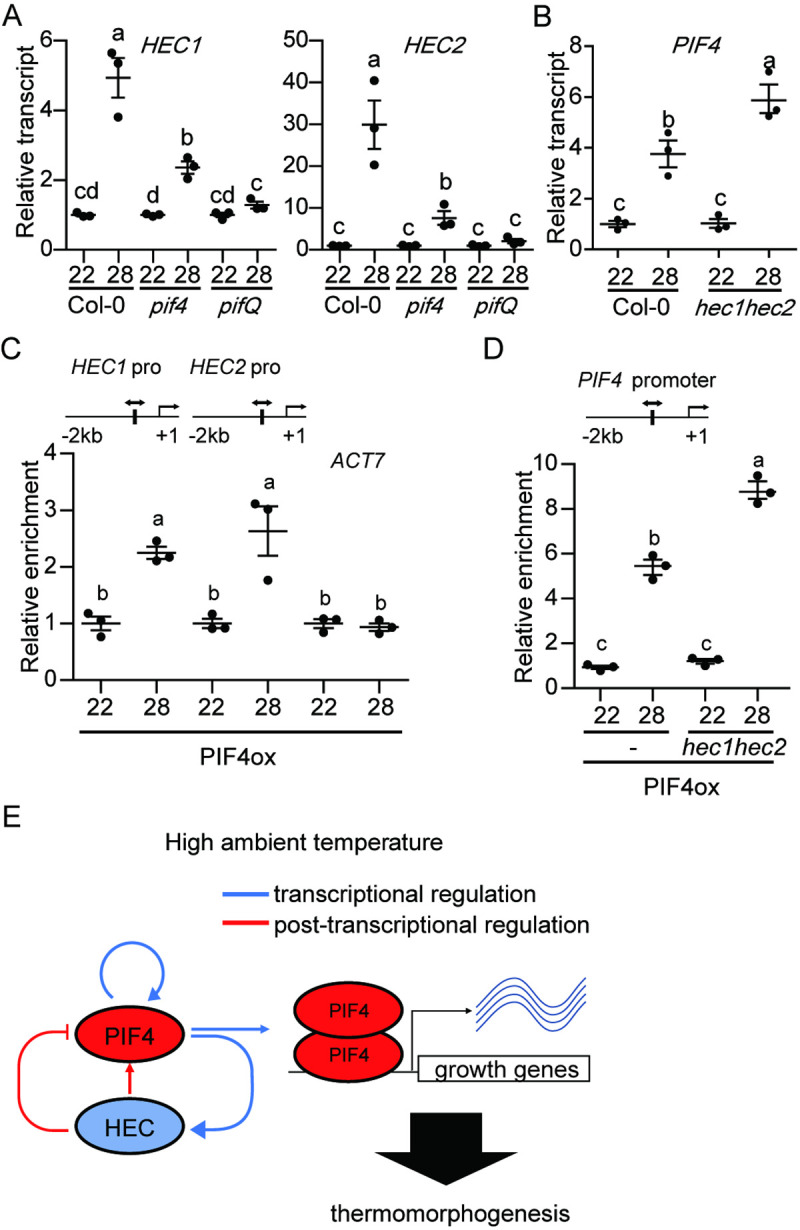
An autoregulatory negative feedback module controls thermomorphogenesis. (A) PIFs activate the expression of *HEC1* and *HEC2*. RT-qPCR analysis of *HEC1* and *HEC2* gene expression using Col-0, *pif4* and *pifQ* mutant. (B) HECs inhibit the expression of *PIF4* under high ambient temperature. RT-qPCR analysis of *PIF4* using Col-0 and *hec1hec2* mutant. Relative gene expression levels were normalized using expression levels of *ACT7*. (C) PIF4 directly activates the expression of *HEC*s. ChIP-qPCR analysis of PIF4 binding to the *HEC1* and *HEC2* promoter region using 35S:PIF4-myc in Col-0 background. *ACT7* was used for the control. (D) PIF4 activates its own expression in a HEC-dependent manner. ChIP-qPCR analysis of *PIF4* promoter region using 35S:PIF4-myc in Col-0 and *hec1hec2* backgrounds. For both RT-qPCR and ChIP-qPCR samples, whole seedlings grown for 5 days at 22°C and then either kept at 22°C or transferred to 28°C for 4 hours. Three biological repeats were performed. The letters a-c indicate statistically significant differences based on one-way ANOVA analysis with Tukey’s HSD test. Simple genomic region scheme is described with PIF4 binding motif in vertical line. (D) Simplified model shows the role of an autoregulatory module controlling thermomorphogenesis. At high ambient temperature, PIF4 activates the expression of both *PIF4* and *HEC*s by transcriptional regulation. HECs heterodimerize with PIF4 and inhibit PIF4 function which regulates growth genes at transcriptional level.

## Discussion

High ambient temperature due to global warming has a far-reaching impact on food security, ecological balance, and planet sustainability [1–3,47]. Fundamental understanding of how plant growth and development is regulated by high ambient temperature will play a vital role in developing crop plants resilient to climate change. In this study, we provide multiple evidence in support of a new role for the HEC family of bHLH transcription factors to fine tune thermomorphogenesis. First, the expression of *HEC1* and *HEC2* is upregulated and HEC2-GFP is post-translationally stabilized in response to high ambient temperature (Figs 1A, 1B, and S1). Second, *hec1 hec2* double mutant display elongated hypocotyl and petiole length, and early flowering (Figs 1C, 1D, and S3), hallmark phenotypes of thermomorphogenesis. In contrast, *HEC2-GFP* overexpression line displays attenuated thermomorphogenesis. Third, HECs regulate the expression of a large number of genes in response to high ambient temperature (Fig 3). Fourth, *hec1 hec2* enhances the exaggerated phenotype of *PIF4* overexpression line under high ambient temperature (Fig 2J and 2K). These data firmly establish HECs as negative regulators of thermomorphogenesis.

Previously, multiple negative regulators have been described in thermomorphogenesis pathway [4]. These include Cry1, ELF3, GI-DELLA module, TOC1, and FCA [29,31–33,35,48]. All of these factors directly interact with the central hub transcription factor, PIF4 and inhibit its function. By contrast, being the same HLH family of transcription factors, HECs heterodimerize with PIF4 and other PIFs, and produce a non-functional PIF-HEC heterodimer that is unable to bind to DNA (Figs 5, 6, and S12) (37). In addition, HECs also stabilize PIF4 and destabilize the thermo sensor phyB (Fig 4A and 4B). Thus, HECs regulate thermomorphogenesis by controlling the activity of PIFs in a heterodimerization-dependent manner. This behavior is reflected in the global gene expression analyses where HECs and PIFs regulate the expression of a large number of genes oppositely (Figs 3 and S9). 

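The effect of each genotype was also tested directly at 28°C. Between libraries labelled hec1hec2 and Col-0, 156 genes were called, 125 higher and 31 lower in libraries labelled hec1hec2, and between pifQ and Col-0, 113 genes were called, 17 higher and 96 lower in pifQ, by edgeR's quasi-likelihood test. There were 4 genes in both lists, and they were named for that reason. Both contrasts subtract the same 3 Col-0 libraries. QQS (AT3G30720) was lower in libraries labelled hec1hec2 (log2 fold change -3.93, FDR = 1.1e-07) and higher in pifQ (2.89, FDR = 8.0e-10), and BCB (AT5G20230) was lower in libraries labelled hec1hec2 (-1.53, FDR = 0.0498) and higher in pifQ (1.35, FDR = 0.023). AT1G75945 was higher in libraries labelled hec1hec2 (3.37, FDR = 0.00016) and in pifQ (4.45, FDR = 3.5e-07), as was AT4G34930 (4.25, FDR = 0.0044, and 3.46, FDR = 0.0499). Thus 2 of the 4 genes changed in opposite directions and 2 in the same direction. Across all tested genes, which are not independent replicates, the log2 fold changes of the 2 mutants relative to Col-0 at 28°C had a Pearson correlation of 0.125 and a Spearman correlation of 0.0562. With separate Col-0 replicates for the 2 mutants, an alternative chosen after the values were seen, the Pearson correlation on log CPM had a mean of -0.122 (-0.237 to -0.0114 over 6 combinations), against 0.0798 with all Col-0 libraries and a mean of 0.281 (0.138 to 0.416) with the same 1 or 2 Col-0 replicates for both mutants. Apart from HEC1, the largest differences in libraries labelled hec1hec2 were AT4G34930, at least 2.39-fold higher, AT2G04050, at least 11.1-fold lower, and QQS, 15.4-fold lower. In pifQ they were AT1G75945, at least 11.0-fold higher, AT2G14247, 12.7-fold higher with 7 to 116 counts in the 3 libraries, PIF5, 95.0-fold lower, and AT5G02865, at least 2.94-fold lower. At 22°C, 154 genes differed between libraries labelled hec1hec2 and Col-0, or 170 with the replicate number as a block (mean correlation of same-numbered deviations from the group means 0.103), and 10 differed between pifQ and Col-0.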

Consistently, *hec1 hec2 pifQ* hexuple mutant displays similar phenotype as *pifQ*, suggesting PIFs are epistatic to HECs in regulating thermomorphogenesis (Fig 2H and 2I).

Downstream of the thermo sensor phyB, PIF4 has been shown to play central role in regulating thermomorphogenesis [12]. PIF7 also plays important roles in two ways: first, along with PIF4, PIF7 contributes to regulating thermomorphogenesis [39]; and second, an RNA thermoswitch at the 5’untranslated region of *PIF7* mRNA plays a sensory role in perceiving temperature and regulating the translational efficiency of *PIF7* mRNA [11]. Our data show that not only PIF4 and PIF7, other PIFs also contribute to regulating thermomorphogenesis (Figs 2 and S4). The expression and post-translational stability of PIF1, PIF3 and PIF5 are also upregulated by high ambient temperature (S4 and S6 Figs). Overexpression of *PIF1*, *PIF3* and *PIF5* displays longer hypocotyl compared with wild type (S4A and S4B Fig), while the *pif* single, double, triple, and quadruple mutants display an additive role in regulating thermomorphogenesis (Fig 2A–2C). Moreover, *pifQ phyB* quintuple mutant displays an intermediate phenotype between *phyB* and *pifQ* (Fig 2F and 2G), suggesting that other factors including other PIFs might contribute to regulating thermomorphogenesis.

Our data also show that PIF4 regulates its own expression by directly binding to its own promoter as recently described [49]. Thus, in response to high ambient temperature, PIF4 is stabilized and the stable PIF4 activates its own expression as well as other target growth genes (Figs 5H, 6B, 6D and S12) [4]. In addition, PIFs activate the expression of *HEC*s by directly binding to the *HEC* promoters (Fig 6A and 6C) [37]. Under high ambient temperature, PIF4 plays a major role in this regulation in concert with other PIFs (Fig 6A). By contrast, HECs physically interact with PIF4 and inhibit the promoter occupancy to control its own transcription as well as other downstream target genes (Figs 5, 6B, 6D and S12). Consistently, the expression of *PIF4* is strongly enhanced in *hec1 hec2* background in response to high ambient temperature (Figs 6B and S13). In addition, HECs also interact with other PIFs (PIF1, PIF3 and PIF5) and inhibit their promoter occupancy as previously shown [37]. However, these PIFs do not autoregulate themselves, and HECs only inhibit their target gene expression [37]. The HEC function is analogous to the HFR1 function in inhibiting PIFs activity by heterodimerization [42,45,50]. Similar to HECs, the expression and stability of HFR1 are also up-regulated by high ambient temperature [43]. However, the regulation of HFR1 is blue-light-dependent, whereas HECs are regulated under white light conditions. Further studies are necessary to dissect which monochromatic light pathway controls the expression and stability of HECs.

In summary, HECs and PIFs are forming an autoregulatory composite negative feedback loop (Fig 6D), where PIFs transcriptionally activate the expression of *HEC*s in response to high ambient temperature. HECs in turn physically heterodimerize with PIFs and stabilize them post-translationally. However, even though PIFs are stabilized by HECs, PIF activity is inhibited by HECs by direct heterodimerization. Because PIF4 controls its own expression, this PIF-HEC negative feedback loop fine tunes thermomorphogenesis in a temperature-dependent manner.

## Materials and methods

### Plant materials, growth conditions and phenotypic analyses

In this study, mutants and transgenic lines were generated from Col-0 ecotype of *Arabidopsis thaliana*. Seeds were surface-sterilized and plated on Murashige and Skoog (MS) medium without sucrose. Seeds were stratified for 3 days at 4°C in dark, and the plates were placed at 22°C for 2 days and then transferred to 22°C or 28°C for additional 4 days. Hypocotyl and petiole lengths were measured using ImageJ software (n>10) and statistically analyzed using one-way ANOVA analysis with Tukey’s HSD test. For flowering time measurement, plants were grown under long day conditions (16L:8D) and then the leaf number was counted at bolting for >10 plants.

### Protein extraction and Western blot analyses

Total protein extracts were made from 50 seedlings for each sample using 50 μL urea extraction buffer [8 M urea, 0.35 M Tris-Cl pH 7.5, and 1× protease inhibitor cocktail]. Subsequently, 6X SDS loading buffer was added to the samples and boiled for 5 min. Supernatant from the samples was loaded into SDS-PAGE gels after centrifugation at 16,000 g for 15 min. PVDF membrane (EMD Millipore, Burlington, MA) were used for transfer, and Western blots were detected using anti-myc (Cell Signaling Technologies, Danvers, MA), anti-GFP (Abiocode, Agoura Hills, CA), anti-phyB, anti-PIF4 (AgriSera AB, Vännäs, Sweden) or anti-RPT5 (Abiocode, Agoura Hills, CA) antibodies. Coomassie blue staining and/or anti-RPT5 were used for the loading control.

### RNA extraction, cDNA synthesis, and qRT-PCR

RNA extraction was performed as previously described [28]. Briefly, 6-day-old white light-grown seedlings were used with three independent biological replicates (n = 3). Seeds were kept in 22°C under continuous white light for 6 days. After 6 days, seedlings were either kept at 22°C or transferred to 28°C for additional 24 hours under continuous white light. Plant RNA purification kit (Sigma-Aldrich Co., St. Louis, MO) were used for total RNA extraction according to the manufacturer’s protocols. For cDNA synthesis, 1 mg of total RNA was used for reverse transcription with M-MLV Reverse Transcriptase (Thermofischer Scientific Inc., Waltham, MA). SYBR Green PCR master mix (Thermofischer Scientific Inc., Waltham, MA) and gene-specific oligonucleotides were used to conduct qPCR analyses using primers shown in S1 Table. Finally, relative transcription level was calculated using 2^ΔCt^ using *ACT7* normalization.

### RNA-seq analyses

3’Tag-Seq method was used in this study for RNA-seq analysis [51]. FastQC was used to examine raw read quality (www.bioinformatics.babraham.ac.uk/projects/fastqc/). The raw reads were aligned to the Arabidopsis genome with Bowtie2 [52] and TopHat [53]. The annotation of the Arabidopsis genome was from TAIR10 (www.arabidopsis.org/). Read count data were obtained using HTseq [54] (htseq.readthedocs.io/en/master/). Differentially expressed genes in WT/*hec1 hec2*/*pifQ* were identified using the EdgeR [55]. Cutoff and adjusted P value (FDR) for the differential gene expression were defined ≥2-fold and ≤0.05 respectively. Venn diagrams were generated using the website (http://bioinformatics.psb.ugent.be/webtools/Venn/) and Heatmap was generated using Morpheus (https://software.broadinstitute.org/morpheus/). For the heatmap analysis, we used the hierarchical clustering with one minus cosine similarity metric combined with average linkage method. Also, GO enrichment analyses were performed using (http://geneontology.org). GO bar graphs were generated based on the result of the significant enriched terms with the lowest P value and FDR (≤0.05) in GO terms. Raw data and processed data for RNAseq in Col-0, *hec1 hec2* and *pifQ* can be accessed from the Gene Expression Omnibus database under accession number GSE158992.

### Yeast two-hybrid analyses

Cloning of *HEC2* and *mHEC2* to pGADT7 and *PIF4* into pGBT9 was described previously [37]. Different combinations of plasmids were introduced into yeast strain Y187 and selected on -Leu, -Trp minimal synthetic medium. β-galactosidase assay was performed according to the manufacturer’s protocol (Matchmaker Two-Hybrid System; Takara Bio, Mountain View, CA, https://www.takarabio.com).

### *In vivo* co-immunoprecipitation (co-IP) assays

For *in vivo* co-immunoprecipitation (co-IP) assays, *35S*:*HEC2-GFP*, *35S*:*mHEC2-GFP* and *35S*:*PIF4-myc* were crossed for each combination and double transgenic plants expressing both proteins were selected. Immunoprecipitation was conducted using 50 seedlings for each sample with Dynabeads protein A and anti-myc (Abcam, Cambridge, MA). Western blots using anti-myc (Cell Signaling Technologies, Danvers, MA) or anti-GFP antibody (Abcam, Cambridge, MA) were used to detect the proteins.

### *In Vitro* DNA pull-down assay using biotinylated DNA

The DNA pull-down assay was conducted as previously described with some modifications [56]. The biotin-labeled primer pair amplifying the *PIF4* G-box region is listed in S1 Table as previously described [49]. One microgram of biotin-labeled DNA from *PIF4* G-box region was used for binding assay with 100 ng of GST, GST-PIF4, and GST-HEC2 as previously expressed and purified from *E*. *coli* [28,38]. After 2hr of incubation for protein dimerization followed by DNA binding, streptavidin agarose beads (Catalog # S1420S; New England Biolabs, Ipswich, MA) were added and incubated for additional 30 min at 4°C. Beads were thoroughly washed and boiled in SDS loading buffer. Western blots using anti-GST HRP (Catalog # RPN1236; GE healthcare, Pittsburgh, PA) was used to detect the proteins.

### Chromatin Immunoprecipitation (ChIP) assays

ChIP assays were performed as previously described [57]. Six-day-old seedlings of 35S:PIF4-myc in Col-0 or *hec1hec2* background were transferred to 22°C or 28°C for 24 hr in continuous white light and harvested. Sonication of chromatin pellet was performed using Branson digital sonifier (Emerson, St. Louis, MO). ChIP grade anti-Myc antibody (9B10, Abcam, Cambridge, MA) coupled to dynabeads were used for immunoprecipitation. Finally, PCR purification kit (Qiagen, Valencia, CA) was used for DNA purification. Samples without IP were used as input DNA. Enrichment (% of input) was calculated from each sample relative to their corresponding input.

## Supporting information

S1 Table Primers used in this study. (PDF) Click here for additional data file.

S1 Fig The expression of *HEC1* and *HEC2* is upregulated at high ambient temperature. RNA-seq data show transcription level of *HEC1* and *HEC2* in WT comparing normal and high ambient temperature. Numbers in the bar graph indicate p-value. Sequence data were obtained from publicly available GEO web site under accession number GSE142354.
(TIFF) Click here for additional data file.

S2 Fig Relative transcript level of *HEC2-GFP*. RT-qPCR was performed to detect *HEC2-GFP* transcript level. Samples were from *35S*:*HEC2*-*GFP* whole seedling grown for 5 days in 22°C and transferred to 22°C or 28°C for 4 hours. Three biological replicates were used in this study. Relative gene expression levels were normalized using expression levels of *ACT7*. n.s. stands for not significant according to Student’s t-test (P<0.05).
(TIFF) Click here for additional data file.

S3 Fig HECs regulate petiole elongation and flowering time at high ambient temperature. (A) Box plot shows the petiole lengths of genotypes indicated. Seedlings were grown for two days in continuous white light at 22°C and then either kept at 22°C or transferred to 28°C for additional 5 days. More than 10 seedlings were measured. The letters a-c indicate statistically significant differences based on one-way ANOVA analysis with Tukey’s HSD test. Tukey’s box plot was used with median as a center value. (B) Box plot shows the leaf number for bolting under long day conditions (16L:8D). Seedlings were grown for two days in continuous white light at 22°C and then either kept at 22°C or transferred to 28°C until bolting. More than 10 seedlings were measured. The letters a-b indicate statistically significant differences based on one-way ANOVA analysis with Tukey’s HSD test. Tukey’s box plot was used with median as a center value.
(TIFF) Click here for additional data file.

S4 Fig PIF family members contribute to thermomorphogenesis. (A) Photograph shows seedling phenotypes of *PIF*s-overexpression lines and *phyB-9* at normal and high ambient temperature. Seedlings were grown for two days in continuous white light at 22°C and then either kept at 22°C or transferred to 28°C for additional four days before being photographed. The scale bar represents 5 mm. (B) Box plot shows the hypocotyl lengths of seedlings described in (A). More than 10 seedlings were measured for each experiment and was repeated 3 times. The letters a-c indicate statistically significant differences between means of hypocotyl lengths (P<0.05) based on one-way ANOVA analysis with Tukey’s HSD test. Tukey’s box plot was used with median as a center value. (C, E) Western blots show the level of PIFs (C) and phyB (E) in Wild-type and various *PIF* overexpression lines. Seedlings were grown for 5 days at 22°C and either kept at 22°C or transferred to 28°C for 4 hours. Coomassie staining or anti-RPT5 was used as a control. Red number indicates the quantitation value from anti-phyB or anti-myc detection divided by the control. (D and F) Dot plots show the relative amount of PIF4 (D, n = 3) or phyB (F, n = 3). Asterisks indicate statistically significant difference using Student’s t-test; *p < 0.05 and **p < 0.01.
(TIFF) Click here for additional data file.

S5 Fig Transcript levels of *PHYB* and *PIF*s in *PIF*s-overexpression lines. RT-qPCR was performed to detect tagged-*PIF*s and *PHYB* transcript levels. Samples were from WT, *35S*:*TAP-PIF1*, *PIF3-myc*, *PIF4-myc* and *PIF5-myc* seedlings grown for 5 days at 22°C and transferred to 22°C or 28°C for 4 hours. Three biological replicates were used in this study. Relative gene expression levels were normalized using the expression level of *ACT7*. n.s. stands for not significant according to Student’s t-test (P<0.05).
(TIFF) Click here for additional data file.

S6 Fig The expression of four major *PIFs* is upregulated at high ambient temperature. RT-qPCR was performed to detect the transcript levels of four major *PIF*s (*PIF1*, *PIF3*, *PIF4* and *PIF5*). Samples were from WT seedling grown for 5 days at 22°C and transferred to 22°C or 28°C for 4 hours. Three biological replicates were used in this study. Relative gene expression levels were normalized using the expression level of *ACT7*. Asterisks indicate statistically significant difference using Student’s t-test; *p < 0.05 and **p < 0.01.
(TIFF) Click here for additional data file.

S7 Fig PIFs are epistatic to HECs in regulating petiole length and flowering time. (A) Box plot shows the petiole lengths of genotypes indicated. Seedlings were grown for two days in continuous white light at 22°C and then either kept at 22°C or transferred to 28°C for additional 5 days. More than 10 seedlings were measured. The letters a-c indicate statistically significant differences based on one-way ANOVA analysis with Tukey’s HSD test. Tukey’s box plot was used with median as a center value. (B) Box plot shows the leaf number for bolting under long day conditions (16L:8D). Seedlings were grown for two days in continuous white light at 22°C and then either kept at 22°C or transferred to 28°C until bolting. More than 10 seedlings were measured. The letters a-b indicate statistically significant differences based on one-way ANOVA analysis with Tukey’s HSD test. Tukey’s box plot was used with median as a center value.
(TIFF) Click here for additional data file.

S8 Fig Gene Ontology (GO) analysis of the temperature-dependent 735 genes. Gene Ontology (GO) analysis of temperature-dependent 735 genes that are common among three genotypes. Six-day-old white light-grown seedlings were transferred to 22°C or 28°C for additional 24 hours and total RNA was extracted from three biological replicates for RNA-seq analyses.
(TIFF) Click here for additional data file.

S9 Fig The expression patterns of *HEC-* and *PIF-*dependent genes are opposite. (A-B) Hierarchical clustering displaying 844 (638+206) *HEC-*dependent DEGs (A) and 1067 (638+429) *PIF-*dependent DEGs (B) shows distinct pattern in *hec1hec2* and *pifQ* mutant at high ambient temperature.
(TIFF) Click here for additional data file.

S10 Fig Mutated HEC does not affect flowering time at high ambient temperature. (A) Box plot shows the leaf number for bolting (16L:8D). More than 10 seedlings were measured. n.s. stands for not significant based on one-way ANOVA analysis with Tukey’s HSD test. Tukey’s box plot was used with median as a center value.
(TIFF) Click here for additional data file.

S11 Fig HEC-PIF4 heterodimerization inhibits 26S proteasome-mediated degradation of PIF4. (A) Western blot shows the level of PIF4-myc from whole seedlings of 35S:PIF4-myc in either *hec1hec2* or wild-type backgrounds. Seedlings were grown for 5 days at 22°C and either kept at 22°C or transferred to 28°C for 4 hours. B stands for bortezomib treatment. Coomassie staining was used as a control. Red number indicates the quantitation value from anti-myc divided by the control.
(TIFF) Click here for additional data file.

S12 Fig HEC2 inhibits PIF4 binding to DNA *in vitro*. (Upper panel) Immunoblot shows the amount of GST only (as a control), GST-PIF4, and GST-HEC2 and their combinations as input. All GST-fusion proteins were expressed and purified from E. coli and detected using anti-GST antibody. (Lower panel) Immunoblot shows the amount of GST-PIF4 bound to the DNA. Biotin labeled *PIF4* G-box promoter region was precipitated using streptavidin beads after pre-binding with combinations of proteins as indicated by + and/or -.
(TIFF) Click here for additional data file.

S13 Fig The expression levels of *PIFs* in WT and *hec1hec2* at high ambient temperature. RNA-seq data show transcription level of *PIF1*, *PIF3*, *PIF4*, *PIF5*, and *PIF7* in WT and *hec1hec2* background comparing normal and high ambient temperature. *h12* indicates *hec1 hec2* mutant. Numbers in the bar graph indicate p-value.
(TIFF) Click here for additional data file.

# Supplementary material for: An autoregulatory negative feedback loop controls thermomorphogenesis in Arabidopsis
**Source:** PLoS Genet. 2021 Jun 1;17(6):e1009595. doi: 10.1371/journal.pgen.1009595
**Supplement:** S1 Table

S1\_Table: primers used in this study.

| Oligonucleotides                                      |            |
|-------------------------------------------------------|------------|
| For qRT-PCR                                           |            |
| <i>ACT7</i> -F TCCATGAAACAACCTTACAACCTCCATCA          | [1]        |
| <i>ACT7</i> -R CATCGTACTCACTCTTTGAAATCCACA            | [1]        |
| <i>HEC1</i> -F GAGGAAGGGTTTTGATCGGTGGAG               | This study |
| <i>HEC1</i> -R TGCATTGCCCAACCATCTGATGAGT              | This study |
| <i>GFP</i> -F GTGAAGGTGATGCAACATACGG                  | This study |
| <i>GFP</i> -R AAGTCGTGCCGCTTCATATGA                   | This study |
| <i>HEC2</i> -F GAGGAATGACGGCGGTGGC                    | This study |
| <i>HEC2</i> -R TGATCAGACCGCATAATGCCACAC               | This study |
| <i>YUC8</i> -F TGTATGCGGTTGGGTTTACGAGGA               | [2]        |
| <i>YUC8</i> -R CCTTGAGCGTTTCGTGGGTGTTT                | [2]        |
| <i>HFR1</i> -F ATTGGCCATTACCACCGTTTAC                 | [3]        |
| <i>HFR1</i> -R TGAGGAGAAGAAGCTGGTGATG                 | [3]        |
| <i>IAA29</i> -F ATAGCAAGAAAAGTGGATATCAAGC             | This study |
| <i>IAA29</i> -R AAGTAGCCAGTCACCCTCTTTCCCT             | This study |
| <i>PIL1</i> -F AAATTGCTCTCAGCCATTTCGTGG               | [4]        |
| <i>PIL1</i> -R TTCTAAGTTTGAGGCGGACGCAG                | [4]        |
| <i>PIF4</i> -F ATGATGTCAATGGGATGTGGAATGAT             | This study |
| <i>PIF4</i> -R GTGGTCCAAACGAGAACCGTCGGTGGTC           | This study |
| <i>PIF1</i> -F TCCATGAAACAACCTTACAACCTCCATCA          | [1]        |
| <i>PIF1</i> -R CATCGTACTCACTCTTTGAAATCCACA            | [1]        |
| <i>PIF3</i> -F TCCATGAAACAACCTTACAACCTCCATCA          | [1]        |
| <i>PIF3</i> -R CATCGTACTCACTCTTTGAAATCCACA            | [1]        |
| <i>PIF5</i> -F TCTTCGCCTACGTTGACGGGAACGT              | This study |
| <i>PIF5</i> -R CTCTAGCATTTTTGGCTGTCTAGGA              | This study |
| <i>phyB</i> -F GTTGTCTACTTGCCTTTCTAGTGG               | This study |
| <i>phyB</i> -R TATTTTATTATTTTATTAATAAACCA             | This study |
| <i>phyB</i> -F GTTGTCTACTTGCCTTTCTAGTGG               | This study |
| <i>phyB</i> -R TATTTTATTATTTTATTAATAAACCA             | This study |
| <i>myc</i> -F GGGTTAATTAACGGTGAACAAAA                 | This study |
| <i>myc</i> -R GGAGATTAGCTTTTGTTTCACCGT                | This study |
| <i>PIF1</i> -R ATCGGTATCGAAGTCAGGGACAA (for TAP-PIF1) | This study |
| For ChIP-qPCR                                         |            |
| <i>YUC8</i> -ChIP-F GGGAATGGGTTTGATGTGGAATT           | [2]        |
| <i>YUC8</i> -ChIP-R GAGAAGGGAAGTGATGGAATTAG           | [2]        |
| <i>IAA29</i> -ChIP-F CTCACTACCTTTCGCTTAACGTG          | [1]        |
| <i>IAA29</i> -ChIP-R GTAGTATGTAAATCTAGACCCAA          | [1]        |
| <i>HEC1</i> -ChIP-F TGCCTTCTTGCCTTTAGTG               | [4]        |
| <i>HEC1</i> -ChIP-R CCGTCGATAATTGACCAATG              | [4]        |
| <i>HEC2</i> -ChIP-F CCTTAGTTCACAACCTCGTG              | [4]        |
| <i>HEC2</i> -ChIP-R TAGTCACTTGGTGTCATAAA              | [4]        |
| <i>PIF4</i> -ChIP-F ATGTCCCAGAACTTGCCACG              | [5]        |
| <i>PIF4</i> -ChIP-R CAGGAGCATAAAGATATTACAGCGA         | [5]        |

## References:

1. Sun, J., et al., PIF4 and PIF5 Transcription Factors Link Blue Light and Auxin to Regulate the Phototropic Response in *Arabidopsis*. *The Plant Cell*, 2013. **25**(6): p. 2102-2114.
2. Sun, J., et al., PIF4-Mediated Activation of YUCCA8 Expression Integrates Temperature into the Auxin Pathway in Regulating *Arabidopsis* Hypocotyl Growth. *PLOS Genetics*, 2012. **8**(3): p. e1002594.
3. Xu, X., et al., Reciprocal proteasome-mediated degradation of PIFs and HFR1 underlies photomorphogenic development in *Arabidopsis*. *Development*, 2017. **144**(10): p. 1831-1840.
4. Zhu, L., R. Xin, and E. Huq, A Protein-Based Genetic Screening Uncovers Mutants Involved in Phytochrome Signaling in *Arabidopsis*. *Frontiers in Plant Science*, 2016. **7**(1086).
5. Zhai, H., et al., Cryptochrome 1 Inhibits Shoot Branching by Repressing the Self-Activated Transcription Loop of PIF4 in *Arabidopsis*. *Plant Communications*, 2020. **1**(3): p. 100042.

How the deposited data were processed for this re-analysis (not part of the article)

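Gene expression was measured by 3′ Tag-Seq in whole Arabidopsis seedlings of Col-0, hec1hec2 and pifQ after 24 hours at 22°C or 28°C, with 3 libraries in each of 6 groups. Each library was assigned to its genotype, temperature and replicate from the sample labels and the names of the count columns, and no column was left unassigned. The paper and the labels differ in the age of the seedlings, as given beside the introduction of the experiment, and the paper's age was used.

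The authors checked read quality with FastQC, aligned the reads with TopHat and Bowtie2, took the TAIR10 annotation and deposited the raw counts of reads per gene from HTSeq, without normalization. Because the counting was done by the authors, reads shared between near-identical genes, overlapping genes and antisense genes are divided as HTSeq divided them. In 3′ Tag-Seq the counts do not depend on transcript length, and they report transcript ends and not whole transcripts. The labels describe no molecular identifiers, so intervals and floors cover counting error only. Library totals ranged from 3631558 to 6285632 counts with a median of 4599322, and the floor was set at 3 counts.

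From these counts, edgeR version 4.0.16 (in R version 4.3.3) was used with TMM normalization, filterByExpr by group and one quasi-likelihood model of the 6 groups over 18 libraries, with no other covariate. The contrasts were 28°C against 22°C in each genotype, the interaction of that contrast with each mutant, and each mutant against Col-0 at 22°C and at 28°C. A gene was called at an absolute log2 fold change of at least 1 and an FDR of at most 0.05. Standard errors were taken as the absolute log2 fold change divided by the square root of the F statistic. HEC-dependent and PIF-dependent genes follow the paper's definition as Col-0 DEGs not called in libraries labelled hec1hec2 or in pifQ. The common dispersion was 0.0164. The named genes are those the paper names for expression and, for each temperature contrast, interaction and genotype contrast at 28°C, the 2 called genes with the largest positive and the 2 with the largest negative log2 fold change whose groups of libraries do not overlap. Genes named beyond that rule are said to have been chosen after their values were seen. Folds against a group at or under the floor are lower bounds.

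The edgeR model was tested on simulated data, with counts drawn for the real genes from the observed means and library sizes and a fixed set of genes changed. For the temperature contrast, 167 of 197 tested genes changed by 1.5 on the log2 scale were called and 2 unchanged genes were called among the 17834 genes run. For an interaction of 2 on the log2 scale, 169 of 199 were called, with 3 unchanged genes called, and for the same interaction in pifQ 165 of 199 were called, with 5 unchanged genes called among the 17836 genes run. With steps put into pifQ 22°C replicate 2, 156 of 199 were called, with 2 unchanged genes called among the 17831 genes run. The dispersions of all these simulations came from the deposited counts, which hold the real steps in that library. The search for steps along the genome used genes with at least 10 CPM (counts scaled to library size), at least 100 genes on each side of a step, a z of 10 and a step of at least 0.2 on the log2 scale. On simulated data it found 3 of 3 steps and 0 in the other 17 libraries, over 11234 genes.

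Gene sets were written down from gene names and loci before the counts were seen, as a stand-in for GO terms, since no GO annotation was used here. They were tested by Fisher's exact test among the 18078 tested genes over 30 pairs of set and list. Symbols and products were taken from the TAIR10.1 annotation by locus. No coordinates are given, because the counts were made on TAIR10. The annotation served only for names, chromosome and gene order.

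The alternatives were another normalization (edgeR's RLE), DESeq2 version 1.42.0, no filter, a filter at 1 CPM in 3 libraries, models of only the libraries compared, the replicate number as a block, each replicate left out in turn, counts thinned to the smallest total, the FDR alone, a test against a 1.2-fold change, edgeR's exact test, a relaxed call in the mutant, separate Col-0 replicates for the 2 mutants, limma version 3.58.1 camera tests and the Col-0 DEGs as background. Offsets for the segments of pifQ 22°C replicate 2 were added after the steps were seen, and separate Col-0 replicates for the genotype effects at 28°C after those values were seen. The pairing of replicates by number comes from the sample labels. All 18 libraries were used. Sets of counts with one temperature response shared by the 3 genotypes were also simulated 20 times.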

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

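The tests on HEC1 and HEC2, on clock genes, on splits that exchange as many pairs at both temperatures, on interaction numbers in simulated sets, on AT1G75945, AT4G34930 and QQS, and on which pifQ interaction genes are called with segment offsets were chosen only after the result they bear on was seen.

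A difference between genotypes in the temperature response was tested directly. In the interaction test, 3 genes had a different temperature response in libraries labelled hec1hec2 than in Col-0, and 10 genes had a different response in pifQ than in Col-0. In 20 simulated sets with one response shared by all genotypes, the median was 0 called genes for either interaction and the highest was 1. Splits of the 12 libraries of each interaction that exchange genotype labels within same-numbered pairs were compared with the real split. As many genes or more were called in 9 of the 32 splits for libraries labelled hec1hec2, the real one included, and in 8 of 32 for pifQ, while 22 and 24 of the splits gave 0 genes (from 222 to 825 and from 562 to 1782 genes at an unadjusted p under 0.05). In 20 sets simulated with the dispersions after segment offsets, the highest numbers were 1 and 2. The count of splits bears little on chance, because an exchange of genotype within the 22°C pairs alone turns the interaction partly into a contrast of the genotypes themselves. With all 3 pairs at 22°C exchanged, 576 and 186 genes were called, and 4 of the 9 and 7 of the 8 splits exchanged only 22°C pairs. In 10 of the 32 splits as many pairs were exchanged at 22°C as at 28°C, which takes a constant effect of genotype out of the interaction. Of these, 1 split, the real one, gave as many genes for either mutant and every other one gave 0 (from 222 to 342 and from 565 to 823 genes at an unadjusted p under 0.05). A share under 0.05 is out of reach with 10 splits. The simulated sets go against one response shared by all genotypes, as far as their dispersions hold.

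The genes whose temperature response differed between libraries labelled hec1hec2 and Col-0 were examined one by one. AT5G23240 had an interaction of 2.78 (log2 fold change -1.43 in Col-0 and 1.36 in libraries labelled hec1hec2), AT3G62550 one of 1.43 (-0.42 and 1.01), and CCL one of 1.28 (1.08 and 2.36). At 22°C each was lower in libraries labelled hec1hec2 than in Col-0, by log2 fold changes of -1.35, -0.94 and -1.06. At 28°C AT5G23240 was higher by 1.44 (FDR 0.0031), and the values of the other two were 0.49 (FDR 0.10) and 0.23 (FDR 0.41). A candidate technical explanation is that the libraries labelled hec1hec2 and Col-0 at 22°C stand at different phases of the circadian clock. Clock genes that peak later in the day had a median log2 fold change of -0.64 between the 2 genotypes at 22°C and genes that peak in the morning 0.24, a difference of -0.88, with 0 of the 8 later genes higher and 1 of the 4 morning genes lower, although the FDR was at most 0.05 for only 2 of these genes. A difference at 22°C alone leaves the higher level of AT5G23240 at 28°C unexplained. At 28°C the difference between the medians of later and morning genes was 0.54, with the FDR at most 0.05 for 1 gene. All 4 morning genes were lower in libraries labelled hec1hec2 (median -0.53), and 4 of the 8 later genes were higher (median 0.01). The sign of this difference is opposite to that at 22°C, so a difference in phase at 28°C as well is not ruled out. A shift of the harvest and an effect of the genotype on the clock give the same pattern, so the part of the interaction at 22°C cannot be told apart from a difference in phase.

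Among the pifQ interaction genes, AT5G02540 had an interaction of -3.0 and AT3G55240 one of -2.30 (an FDR above 0.05 in 1 of 21 alternatives), and all 10 genes were lower in pifQ than in Col-0 at 28°C (log2 fold changes from -2.57 to -0.94), with differences at 22°C between -0.30 and 0.53. The technical explanation weighed was the stepwise loss of counts in pifQ 22°C replicate 2. With offsets that remove the steps, all 10 genes were still called and 23 genes were called in all, so the calls of these 10 genes did not depend on the steps that the offsets removed. IAA14 is among the 10, which were listed after their values were seen. A lower response of these genes in pifQ is left as a hypothesis, since it was found and tested on the same libraries.

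HEC1 transcripts were higher in libraries labelled hec1hec2 than in Col-0 at 28°C by a log2 fold change of 5.75, or 53.8-fold, a signal that the paper does not report. The value at 22°C was 6.03. Reads of the neighbouring genes are one explanation. On a scaling other than that of the 53.8-fold, HEC1 was 63.3-fold higher at 22°C and 54.9-fold higher at 28°C. The largest fold of the genes on either side, AT5G67050 and AT5G67070, was 1.06 on that scaling, far below that of HEC1. Libraries from a line that overexpresses HEC1 with HEC2 intact are another explanation. HEC2 had 12 counts in the 6 libraries labelled hec1hec2 and 47 counts in the 6 Col-0 libraries, and the difference within temperatures had p = 0.01 in an exact permutation test of 400 arrangements (two-sided), but HEC2 counts were also low in pifQ, which is mutated in PIF genes (5, 1 and 0 counts at 22°C and 4, 9 and 4 at 28°C, 23 in 6 libraries), and were not distinguishable between libraries labelled hec1hec2 and pifQ (p = 0.23, the same exact test, two-sided) or between pifQ and Col-0 (p = 0.055, the same exact test, two-sided). Low HEC2 counts therefore do not decide on that explanation, which stays open. A transcript that starts or ends within an insertion at HEC1 may give such 3′ counts, which was not tested. Whether HEC1 protein is made cannot be read from these counts.

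Signals outside the genes that the paper discusses were found at 28°C in both mutants. AT4G34930 was higher in libraries labelled hec1hec2 than in Col-0 by 4.25 on the log2 scale (8 to 11 counts against at most 1) and AT1G75945 was higher in pifQ than in Col-0 by 4.45 (36 to 48 counts against at most 2). Each was called in the other mutant as well. A difference of the Col-0 libraries at 28°C alone would appear in both mutants. At 22°C the lower of the 2 log2 fold changes of AT1G75945 was 2.23, so it was higher in both mutants at both temperatures, and a difference limited to Col-0 at 28°C is not enough. A difference between the Col-0 line and both mutant lines may explain it and was not tested. For AT4G34930 the lower value at 22°C was -0.18 (FDR 0.91), which is consistent with a difference of the Col-0 libraries at 28°C. QQS was higher in pifQ at 28°C by 2.89 and at 22°C by 2.92, and lower in libraries labelled hec1hec2 at both temperatures (-3.93 and -3.13), so a difference of Col-0 at 28°C alone is not enough there either. AT2G14247 was higher in pifQ than in Col-0 at 28°C by 3.68, with 7 to 116 counts in the 3 pifQ libraries and an FDR of 0.0499, and it was no longer called in 8 of 14 alternatives. No explanation was tested for AT2G14247. Reads shared with similar genes were not tested for any of these genes.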

How the results depend on the processing

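The alternatives were chosen before the data were examined, except the segment offsets for pifQ 22°C replicate 2, which were chosen after the steps in that library were seen, and separate Col-0 replicates for the genotype effects at 28°C, which were chosen after those values were seen. The pairs of gene set and list outside the paper's claims were added to the report after their values were seen. The cause of the changes below was not tested unless a value is given for it.

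Across the alternatives other than the FDR alone, the numbers of DEGs at 28°C relative to 22°C stayed within 1.5 times of 1436 in Col-0, 1614 in libraries labelled hec1hec2 and 1414 in pifQ, as did the 638 common genes. The enrichment of anthocyanin genes among common genes, of glucosinolate genes among HEC-dependent genes and of SAUR genes among PIF-dependent genes kept its direction and stayed past the threshold in every alternative run (highest adjusted p 2.6e-09, 0.014 and 0.0001). The interaction numbers, the genes shared by both mutants and the genes different between pifQ and Col-0 at 22°C rest on few genes and were among the numbers that moved by more than 1.5 times.

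At the FDR alone, 4704 genes were called in Col-0, 5286 in libraries labelled hec1hec2 and 4952 in pifQ, 2652 were common, 1128 HEC-dependent and 1635 PIF-dependent. Between mutant and Col-0, 260 (hec1hec2) and 265 (pifQ) genes were called at 28°C and 308 (hec1hec2) at 22°C, and 10 genes changed oppositely in both mutants. Opposite signs rose to 12.6% of HEC-dependent and 13.2% of PIF-dependent genes, and 95.9% of Col-0 DEGs had the same sign in pifQ. The odds ratios were 5.01 for leucine and 1.16 for cell wall genes among HEC-dependent genes and 1.27 for ribosomal protein genes among PIF-dependent genes, none past the threshold. The correlation of deviations across PIF-dependent genes was 0.59. Of the genes different from Col-0 in libraries labelled hec1hec2, 175 were higher and 85 lower at 28°C, and 150 higher and 158 lower at 22°C.

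With DESeq2's test, 9 genes (8 higher, 1 lower) differed in temperature response in libraries labelled hec1hec2 and 22 (5 higher, 17 lower) in pifQ, and 1 gene changed oppositely in both mutants at 28°C. With RLE normalization the pifQ interaction had 5 genes, 1 gene changed oppositely, and the odds ratio of cell wall genes among HEC-dependent genes was 3.88, not past the threshold. With no filter, the interactions had 25 (18 higher, 7 lower) and 36 genes (10 higher, 26 lower), 247 genes differed between libraries labelled hec1hec2 and Col-0 at 28°C and 37 between pifQ and Col-0 at 22°C (14 higher, 23 lower), and 15 genes changed in the same direction in both mutants. Opposite signs were then found in 9.86% of HEC-dependent genes, the same sign as in Col-0 in 97.8% of Col-0 DEGs in libraries labelled hec1hec2, an odds ratio of 3.80 for cell wall genes, not past the threshold, and correlations of deviations of 0.812 (HEC-dependent) and 0.786 (PIF-dependent). With a filter at 1 CPM in 3 libraries, the pifQ interaction had 6 genes, 1 gene changed in the same direction in both mutants, the cell wall odds ratio was 2.60, not past the threshold, and the correlations were 0.749 and 0.697.

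With only the libraries of the groups compared in the model, the interactions had 24 (16 higher, 8 lower) and 1 genes, 242 genes differed between libraries labelled hec1hec2 and Col-0 at 28°C and 5 between pifQ and Col-0 at 22°C (2 higher, 3 lower), and 7 genes changed in the same direction in both mutants. Opposite signs were 5.79% in PIF-dependent genes, 98.2% of Col-0 DEGs had the same sign in pifQ, and the correlations were 0.598 and 0.482. Among PIF-dependent genes the odds ratios were then 5.65 for Aux/IAA genes, no longer past the threshold, and 15.7 for YUCCA and TAA genes, past it. With edgeR's exact test, 98.2% of Col-0 DEGs had the same sign in pifQ, and these odds ratios were 6.07, not past the threshold, and 16.9, past it. In the test against a 1.2-fold change, the pifQ interaction had 4 genes, and 1 gene changed oppositely and 1 in the same direction in both mutants. With a mutant call relaxed to the FDR alone in the direction of Col-0, 309 HEC-dependent and 403 PIF-dependent genes remained.

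The replicate number as a block gave 5 genes for the pifQ interaction against 10 without it, and an odds ratio of 3.73 for cell wall genes among HEC-dependent genes, not past the threshold. The numbers were 1439, 1631 and 1437 DEGs in Col-0, hec1hec2 and pifQ, and 4 genes for the hec1hec2 interaction. Pairing by number was weak. Deviations from the group means had a mean correlation of 0.0518 over 45 same-numbered pairs and -0.0259 over the others, and same-numbered libraries are different seedlings.

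With the Col-0 DEGs as background, the odds ratio of cell wall genes among HEC-dependent genes reversed to 0.866, and those of leucine genes among HEC-dependent genes (4.63) and of Aux/IAA (13.3) and ribosomal protein genes (1.31) among PIF-dependent genes were no longer past the threshold. The camera test, which asks whether a set shifts as a whole in Col-0 and not whether it is over-represented in a list, gave an adjusted p of 0.000235 for chlorophyll and 0.0249 for carotenoid genes, both past the threshold, where Fisher's exact test gave 1. With separate Col-0 replicates for the 2 mutants the correlations of deviations were 0.324 and 0.252. These values are on log CPM, where the correlations with all Col-0 libraries were 0.656 and 0.518. The correlation across all tested genes of the genotype effects of both mutants at 28°C (0.125) was -0.122 with separate Col-0 replicates, 0.407 with no filter, 0.211 with a filter at 1 CPM in 3 libraries, 0.0457 with only the libraries of the groups compared and 0.105 after thinning, and from 0.0802 to 0.289 across the fits that each left out one replicate.

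Thinning all libraries to the smallest total left 1 gene changed oppositely in both mutants, an odds ratio of 15.5 for YUCCA and TAA genes among PIF-dependent genes, past the threshold, and correlations of 0.652 and 0.572. After thinning, the interactions had 3 (hec1hec2) and 8 (pifQ) genes. Genes with few counts such as HEC2 and PIL1 were not tested at this depth. With segment offsets for pifQ 22°C replicate 2, the interactions had 18 genes (14 higher, 4 lower) in libraries labelled hec1hec2 and 23 (3 higher, 20 lower) in pifQ, 6 genes changed in the same direction in both mutants, and the odds ratio of YUCCA and TAA genes was 16.0, past the threshold. The 3 and the 10 genes called without offsets were all among them. The offsets moved the hec1hec2 interaction too, for which the spread is estimated over all libraries, pifQ 22°C replicate 2 included. Whether this accounts for the whole move was not tested.

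Across the fits that each left out one replicate of the groups compared, the hec1hec2 interaction had from 3 to 5 genes and the pifQ interaction from 2 to 26. The range for hec1hec2 does not include the fit without pifQ 22°C replicate 2, so it does not show how far that library affects it. Genes different between libraries labelled hec1hec2 and Col-0 numbered from 68 to 172 at 28°C and from 93 to 142 at 22°C, and between pifQ and Col-0 from 75 to 130 at 28°C and from 5 to 70 at 22°C. From 1 to 3 genes changed oppositely and from 1 to 2 in the same direction in both mutants. The share of Col-0 DEGs with the same sign in pifQ was from 95.9% to 97.5%. The odds ratios were from 3.73 to 7.03 for cell wall genes among HEC-dependent genes and from 5.24 to 15.9 for YUCCA and TAA genes among PIF-dependent genes, each crossing the threshold once. The correlations of deviations ranged from 0.597 to 0.779 and from 0.558 to 0.744. Leaving out Col-0 28°C replicate 3 gave the lowest number of DEGs in Col-0 (1214), of HEC-dependent genes (359) and of PIF-dependent genes (511).

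For single genes, 1973 values under alternatives of 121 results were compared, of which 30 became weaker, 14 stronger and 0 reversed in direction past the threshold. The values between mutant and Col-0 of the genes that the paper names were added to this comparison after they were seen. HEC1 in pifQ at 28°C relative to 22°C was no longer past the FDR in 9 of 16 alternatives, AT2G04050 in libraries labelled hec1hec2 in 7 of 15 and AT5G02865 in pifQ in 4 of 13, while the interaction of IAA29 in pifQ reached the FDR in 4 of 21 and that of PIF5 in 3 of 21. PIF4 in libraries labelled hec1hec2 relative to Col-0 at 22°C reached the FDR in 1 of 15 alternatives (0.048). HEC1 in pifQ relative to Col-0 at 22°C also did so in 1 of 15 (0.015). For the 20 other pairs of set and list, 23 values became weaker, 8 stronger and 0 reversed among 502. A single gene has no value under an alternative whose filter removed it.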

Differences from the paper's values

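The paper's number of HEC-dependent genes is 844, and 483 were found here. Of the alternatives set before the data were examined, the FDR alone gave 1128, within 1.5 times of the paper's value, and none of the others did.

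For PIF-dependent genes the paper's number is 1067, and 652 were found here. Of the alternatives set before the data were examined, no filter (752), a filter at 1 CPM in 3 libraries (723) and leaving out pifQ 22°C replicate 2 (735) were within 1.5 times of the paper's value, and the others were not, the FDR alone (1635) included. For Col-0 DEGs called in neither mutant the paper's number is 638, and 337 were found here. The FDR alone gave 711, and no other alternative set before the data were examined came within 1.5 times (lowest 246, without Col-0 28°C replicate 3).

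The paper reports PIF4 expression at 28°C as up-regulated in hec1 hec2 relative to the wild type (Figs 6B and S13), where Fig 6B is from qPCR after a shorter time at 28°C than the 24 hours of RNA-seq and S13 Fig is from RNA-seq. In the counts, the log2 fold change of PIF4 between libraries labelled hec1hec2 and Col-0 was 0.04 at 28°C (FDR 0.96) and -0.62 at 22°C (FDR 0.17). The rise from 22°C to 28°C was 2.35 in Col-0 and 3.01 in libraries labelled hec1hec2, a difference of 0.66 (unadjusted p = 0.015, FDR 1.0). Over 15 alternatives the value at 28°C was between -0.06 and 0.17 (lowest FDR 0.87). Fig 3E, from qPCR, shows YUC8 and IAA29 higher in hec1 hec2 than in Col-0 at 28°C. In the counts YUC8 was lower by a log2 fold change of -0.40 (FDR 0.58) and IAA29 higher by 0.60 (FDR 0.30), neither past the threshold in any of 15 alternatives (lowest FDR 0.35 and 0.098). Fig 3F, from qPCR, shows HFR1 and PIL1 higher in the absence of HECs. HFR1 was higher by a log2 fold change of 0.35 at 28°C (FDR 0.57, lowest over 15 alternatives 0.32), and PIL1 had 2, 6 and 13 counts in libraries labelled hec1hec2 against 5, 4 and 4 in Col-0, too few to be tested.

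Fig 6A, from qPCR after a shorter time at 28°C than the 24 hours of RNA-seq, shows HEC1 and HEC2 induced at 28°C in Col-0 and hardly in pifQ. Fig 1A, from qPCR after the same 24 hours, and S1 Fig, from RNA-seq data not used here, also show HEC1 and HEC2 higher at 28°C in Col-0. In the counts, HEC1 had a log2 fold change of 0.22 in Col-0 (FDR 0.59) and 0.83 in pifQ (FDR 0.044, and 0.063 adjusted over the 11 tested genes that the paper names). HEC1 lies in the part of the genome where pifQ 22°C replicate 2 is at 31.1% of the level of the first segment. Its value in pifQ was between 0.46 and 1.07 over 16 alternatives, with an FDR above 0.05 in 9 of them, among them leaving out that library (0.65, FDR 0.12) and the segment offsets chosen after the steps were seen (0.60, FDR 0.11). HEC2 had 3, 14 and 10 counts in Col-0 at 22°C and 5, 8 and 7 at 28°C, too few to be tested. The value of HEC1 in Col-0 was between 0.01 and 0.58 over 16 alternatives (lowest FDR 0.15).

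The paper describes many HEC-dependent and PIF-dependent genes as having opposite expression patterns and HECs and PIFs as regulating many genes oppositely. The temperature responses had opposite signs in the 2 mutants for 6.83% and 7.82% of these genes. Sets simulated with one shared response gave from 2.44% to 8.32% and from 2.52% to 8.21%. The deviations of the 2 mutants from the Col-0 response had correlations of 0.701 and 0.641 across these genes. Both lay below all simulated sets (from 0.708 to 0.793 and from 0.654 to 0.792), by a small margin and in the direction of the paper's description. At 28°C, 2 genes were called in opposite directions in both mutants and 2 in the same direction. Across all tested genes, the genotype effects of the 2 mutants at 28°C had a Pearson correlation of 0.125. With separate Col-0 replicates, chosen after the values were seen, its mean on log CPM was -0.122 (-0.237 to -0.0114 over 6 combinations). A negative value is in the direction of the paper's description. The sign of Col-0 was shared by 97.1% of Col-0 DEGs in pifQ, below the 97.8% to 99.0% of the simulated sets. Pigment biosynthesis in the paper's GO analysis of common genes appears here for anthocyanin and flavonoid genes, while chlorophyll and carotenoid genes were past the threshold only in the camera test, with adjusted p 0.000235 and 0.0249 in Col-0 and 1.2e-07 and 0.00045 in libraries labelled hec1hec2, while in pifQ carotenoid genes were past it (0.023) and chlorophyll genes were not (0.47).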

Other observations

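The tests on clock genes were chosen only after their result was seen, as were the comparison of glucosinolate genes between genotypes, the tests on the pifQ interaction, the comparison of signs with the simulated sets and the use of the same 1 or 2 Col-0 replicates for both mutants.

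For the contrasts of 3 libraries against 3, the real split was compared with the splits that part as many same-numbered pairs. In each of the 7 contrasts (28°C against 22°C in Col-0, hec1hec2 and pifQ, and each mutant against Col-0 at 28°C and at 22°C), 1 of the 4 splits, the real one, gave as many genes, and the other 3 splits gave 0 genes, with from 293 to 2016 genes at an unadjusted p under 0.05. With 4 splits the share cannot fall under 0.05, so the count of splits decides nothing here. In each of the 7 contrasts the lowest FDR of the genes that the paper names was between 9.4e-16 and 5.0e-10.

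The library pifQ 22°C replicate 2 stood apart from the other 2 pifQ 22°C libraries, with a mean correlation of log expression with them of 0.941 where the libraries of the other 5 groups had from 0.977 to 0.981. Depth does not account for it, since with all libraries thinned to the smallest total its correlation was 0.939, below those of the other 17 libraries (0.956 to 0.978). With its counts rescaled within the segments between the steps, the correlation was 0.97674, inside the range of the other 17 libraries rescaled in the same way (0.97632 to 0.98138) and just below the lowest of the other groups (0.97685). This is consistent with a stepwise loss of counts along the genome, and how that loss arose was not tested. The chi-square per gene between replicates was 19.1 and 18.9 for the pairs with this library and between 1.88 and 5.07 for the other pairs. A value above sampling noise is no finding for biological replicates, and only the difference between the pairs bears on this library. With segment offsets for this library in the model, pifQ had 1324 DEGs against 1414 without, and 1145 were shared.

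The stepwise loss was also weighed as the reason for the few called genes between pifQ and Col-0 at 22°C and in the pifQ interaction. Segment offsets gave 12 genes between pifQ and Col-0 at 22°C against 10 without, less than a 1.5-fold rise. Leaving out replicate 2 gave 8 genes, whereas leaving out replicate 1 gave 70 and replicate 3 gave 5. The small rise with offsets goes against the loss of counts as the reason for the low number in this contrast, where 2034 genes had an unadjusted p under 0.05. Leaving a library out cannot decide, because without replicate 1 or 3 the affected library makes up a larger part of its group. In those fits pifQ had 1780 and 1633 DEGs, against 1330 without replicate 2. The pifQ interaction behaved differently. Segment offsets raised it from 10 to 23 genes, more than 1.5-fold. They also raised the hec1hec2 interaction from 3 to 18 genes. That contrast does not compare this library, but its spread is estimated over all libraries, this one included. With only the compared libraries in the model, the hec1hec2 interaction also had more genes, as given above, and the pifQ interaction had fewer. A rise in both interactions therefore does not speak against the loss of counts. On simulated data, steps in this library lowered the changed genes called in the pifQ interaction from 165 to 156 of 199. Both simulations used the dispersions of the deposited counts, which already hold the spread of the real steps, so this drop may understate the loss. Leaving out replicate 2 gave 19 genes in the pifQ interaction, but leaving out replicate 1 gave 26 and replicate 3 gave 7. That comparison cannot decide here either, for the same reason. Whether a part of the low number comes from the loss of counts is left open.

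The lists of HEC-dependent and PIF-dependent genes were set against counts simulated with one temperature response shared by the 3 genotypes, with the observed dispersions. With no difference between genotypes, a median of 603 genes (566 to 663 in 20 sets) were called in Col-0 and not in libraries labelled hec1hec2, where 483 were observed, fewer than in any simulated set. For pifQ the median was 615 (589 to 648), where 652 were observed, and with segment offsets 565.5 (530 to 592), where 692 were observed. Lists of this size are therefore consistent with genes of a shared response falling on either side of the cutoffs, in that the simulated numbers were within 1.5 times of the observed ones, the criterion set for the test. The match is not close, since both observed numbers for pifQ lie above all 20 simulated sets, so a part of the PIF-dependent list is not accounted for by a shared response. The share of Col-0 DEGs with the sign of Col-0 in pifQ, 97.08%, was also below the simulated range (97.82% to 99.01%), as it was with segment offsets (96.78%, where the range was 97.89% to 98.91%), so more Col-0 DEGs changed sign in pifQ than one shared response gave. In libraries labelled hec1hec2 the share, 98.75%, was inside the range (98.26% to 99.56%). The simulated sets also had more Col-0 DEGs (median 1610) than the 1436 observed.

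The deviations of both mutants from the Col-0 response went in the same direction in these lists, with correlations of 0.701 and 0.641. Both deviations subtract the same Col-0 libraries. With separate Col-0 replicates the mean correlation was 0.324 (0.246 to 0.428 over 6 combinations) across HEC-dependent and 0.252 (0.177 to 0.297) across PIF-dependent genes. These values are on log CPM, where all Col-0 libraries gave 0.656 and 0.518, and with the same 1 or 2 Col-0 replicates for both mutants, so with as few Col-0 libraries in each deviation, the mean was 0.728 (0.659 to 0.798) and 0.603 (0.520 to 0.682). All of these lie above the values with separate replicates, so the fall is not only the noise of fewer libraries. In the simulated sets with one shared response the median correlation was 0.759 (0.708 to 0.793) across HEC-dependent and 0.738 (0.654 to 0.792) across PIF-dependent genes. A smaller positive correlation thus remained with separate Col-0 replicates. The simulated sets combine shared Col-0 libraries with a choice of genes by their Col-0 response. All 20 gave correlations above the observed 0.701 and 0.641 with no difference between genotypes, so no shared effect of the mutants is shown. The mutants deviated less alike than one shared response gave, by a small margin, which is in the direction of opposite regulation. Separate Col-0 replicates were not simulated.

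Clock genes differed between 22°C and 28°C in all 3 genotypes. Genes that peak in the morning (LHY, CCA1, RVE8 and RVE1) had median log2 fold changes of -1.12 in Col-0, -1.96 in libraries labelled hec1hec2 and -1.33 in pifQ, and 8 genes that peak later had medians of 0.52, 1.12 and 0.70. The smallest of the 3 differences between the medians was 1.64. The paper's methods give continuous white light. The 22°C and 28°C libraries may stand at different phases of the clock, through the harvest or through an effect of temperature on the clock, and these 2 cannot be told apart in the data.

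Glucosinolate biosynthesis genes were higher in libraries labelled hec1hec2 than in Col-0 at both temperatures. Of 32 tested genes, 14 were called higher at 28°C and 10 at 22°C, with median log2 fold changes of 1.23 and 0.82, and 30 had positive values at each temperature. As a set they also differed in the interaction test for libraries labelled hec1hec2 (camera, median log2 fold change 0.40, adjusted p = 1.0e-09). Of the 10 sets, 7 were past the threshold in the interaction for libraries labelled hec1hec2 (3 up, 4 down) and 5 in the pifQ interaction (3 up, 2 down). In the pifQ interaction, the anthocyanin and flavonoid set was shifted up (median 0.85, adjusted p = 0.00024, camera), as was the chlorophyll set (median 0.29, adjusted p = 1.9e-06, camera), the Aux/IAA and SAUR sets were shifted down (medians -0.47 and -0.56, adjusted p = 3.6e-08 and 7.4e-07, camera) and the cytosolic ribosomal protein set up (median 0.16, adjusted p = 7.2e-10, camera). No explanation was tested for these shifts. The camera test used the counts without segment offsets, so the pifQ shifts carry the steps in pifQ 22°C replicate 2, and it was not repeated with offsets. It also used its preset correlation between genes, not one estimated from these libraries, so the p-values of sets that vary together may be too small.

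HFR1 (AT1G02340) rose at 28°C by log2 fold changes of 2.33 in Col-0 (standard error 0.27, FDR = 3.3e-07) and 3.09 in libraries labelled hec1hec2 (standard error 0.26, FDR = 2.5e-09), and by 0.41 in pifQ (standard error 0.36, FDR = 0.42), in edgeR's quasi-likelihood test. The difference between libraries labelled hec1hec2 and Col-0 in this response was 0.76 (standard error 0.41, unadjusted p = 0.071), and that between pifQ and Col-0 was -1.92 (FDR 0.16, adjusted p = 0.0012 over the 11 tested genes that the paper names). ACT7 (AT5G09810), which the paper used to normalize qPCR, had log2 fold changes of 0.23, 0.16 and 0.16 in the 3 genotypes, with FDR values of 0.28 to 0.48 in the same test, and reached the FDR in Col-0 in 1 of 16 alternatives. PHYB (AT2G18790) had log2 fold changes of -0.26, -0.27 and -0.37, with a lowest FDR of 0.20.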
